# Heteromeric HSFA2/HSFA3 complexes drive transcriptional memory after heat stress in *Arabidopsis*

**DOI:** 10.1038/s41467-021-23786-6

**Published:** 2021-06-08

**Authors:** Thomas Friedrich, Vicky Oberkofler, Inês Trindade, Simone Altmann, Krzysztof Brzezinka, Jörn Lämke, Michal Gorka, Christian Kappel, Ewelina Sokolowska, Aleksandra Skirycz, Alexander Graf, Isabel Bäurle

**Keywords:** Epigenetics, Plant molecular biology, Plant stress responses, Heat

## Abstract

Adaptive plasticity in stress responses is a key element of plant survival strategies. For instance, moderate heat stress (HS) primes a plant to acquire thermotolerance, which allows subsequent survival of more severe HS conditions. Acquired thermotolerance is actively maintained over several days (HS memory) and involves the sustained induction of memory-related genes. Here we show that *FORGETTER3*/ *HEAT SHOCK TRANSCRIPTION FACTOR A3* (*FGT3*/*HSFA3*) is specifically required for physiological HS memory and maintaining high memory-gene expression during the days following a HS exposure. *HSFA3* mediates HS memory by direct transcriptional activation of memory-related genes after return to normal growth temperatures. HSFA3 binds HSFA2, and in vivo both proteins form heteromeric complexes with additional HSFs. Our results indicate that only complexes containing both HSFA2 and HSFA3 efficiently promote transcriptional memory by positively influencing histone H3 lysine 4 (H3K4) hyper-methylation. In summary, our work defines the major HSF complex controlling transcriptional memory and elucidates the in vivo dynamics of HSF complexes during somatic stress memory.

## Abstract (web summary)

Moderate heat stress primes plants to acquire tolerance to subsequent, more severe heat stress. Here the authors show that the HSFA3 transcription factor forms a heteromeric complex with HSFA2 to sustain activated transcription of genes required for acquired thermotolerance by promoting H3K4 hyper-methylation.

## Introduction

Many organisms are frequently exposed to adverse environmental conditions that interfere with their development and growth and are referred to as stress. Plants can acclimate to stress conditions, and a transient stress cue can prime plants for a modified defense response upon exposure to a recurring stress after a stress-less interval^1–3^. This so-called somatic stress memory has been described in response to a number of different biotic and abiotic stress cues (reviewed in refs. ^3–5^). Occasionally, stress-memory may also extend into future generations^6–8^. Somatic transcriptional memory based on enhanced re-induction of stress-induced genes following a second stress exposure has been reported for drought stress^9,10^, salt stress^11^ and for defense-related priming^12–14^. In these cases chromatin modifications, in particular histone H3 lysine 4 (H3K4) methylation have been correlated with transcriptional memory^9,11–13^. However, the mechanistic basis of stress-induced transcriptional memory and its conservation across different phenomena remains poorly understood.

A major factor limiting global crop yields is heat stress (HS), and it is predicted that its prevalence will increase with climate change^15,16^. In response to acute HS, plants acquire thermotolerance and this is molecularly very similar to the HS response (HSR) of yeast and metazoans^17–20^. However, in nature, HS is often recurring, and plants can be primed by one HS for an improved response to a recurring HS after a stress-less lag phase of several days^3,21,22^. This HS memory is an active process as it is genetically separable from the acquisition of thermotolerance, and several genes have been identified that function specifically in HS memory^21–25^.

An essential component of transcriptional HS responses across kingdoms is their activation through HEAT SHOCK FACTOR (HSF) transcription factors. Interestingly, the activity of HSF proteins is also highly relevant for aging and tumorigenesis^18,19^. While yeast only has one HSF and vertebrates have up to 4, this gene family has radiated massively in higher plants^26^. Of the 21 HSF genes in *Arabidopsis thaliana*, seven have been implicated in the HSR, among them three isoforms of *HSFA1*; *A1A*, *A1B*, and *A1D*^26–31^. The *HSFA1* genes are considered as master regulators that function in a largely analogous manner to yeast and metazoan HSF1^20^. *HSFA1* isoforms are constitutively expressed and are posttranslationally activated upon HS. They induce a suite of target genes, including many heat shock proteins (HSPs) that act as chaperones. HSFA2 specifically functions in HS memory^22^ and it is very strongly induced after HS by HSFA1 proteins^28,29^. HSFA2 in turn amplifies the transcriptional induction of a subset of HS-response genes, but is not required for their initial activation. This subset overlaps with the genes that have been classified as HS memory-related genes due to their sustained induction after HS, lasting for at least two days^23^. Interestingly, HSFA2 binds only transiently to these HS memory-related genes, while HSFA2-dependent differences in transcriptional activity are mostly observed after binding of HSFA2 has decreased^32^. Chromatin profiling of HS memory-related genes revealed that HSFA2 recruits H3K4 hyper-methylation at these loci, and this correlates with the duration of the memory phase (at least 5 d)^32,33^. This HS-induced enrichment likely extends the phase of active transcription at these genes and was not present in highly HS-inducible “non-memory” genes such as *HSP70* and *HSP101*. Thus, the current model is that HSFA2 sustains transcriptional activation through the memory phase by recruiting sustained H3K4 methylation. This mediates a transcriptional memory (type I) that sustains transcriptional activity of certain genes for several days after the end of a short HS. After transcription has subsided, a second type of transcriptional memory remains active at a subset of genes. This causes enhanced transcriptional re-induction upon a recurring HS (type II transcriptional memory) and is active for 6 d after the priming HS^33^. HSFA2 is required for both types of transcriptional memory after HS^32^. However, the mechanistic basis of how HSFA2 promotes HS memory remains poorly understood. It is well established that HSF proteins form trimeric and hexameric complexes in yeast, metazoans and plants^18,34,35^. Yet, major unresolved questions are (1) whether HSFA2 is the only HSF protein in *A. thaliana* that mediates HS memory, and (2) what the composition of the HSFA2-containing HSF complexes is. (3) More generally, the composition of HSF complexes in vivo at endogenous expression levels is virtually unknown, as is the function of many of the different HSF family members in *A. thaliana*.

To identify additional components required for regulation of HS memory, we have employed a reporter-based genetic screen where the HS memory gene *HSA32* was translationally fused to the *LUCIFERASE* reporter gene^24^. *HSA32* shows sustained induction after HS and the corresponding mutant is specifically defective in HS memory at the whole plant level^21,24^. Screening for mutants with normal activation but reduced maintenance of *HSA32-LUC* expression, we identified the *forgetter1* (*fgt1*) mutant^24^. *FGT1* encodes the *A. thaliana* orthologue of Drosophila *strawberry notch*, a highly conserved helicase protein that is required to maintain an open chromatin conformation through cooperation with chromatin remodeling complexes of the SWI/SNF family^24,36^.

Here, we describe the isolation and characterization of the *FGT3* gene from the above screen. We show that *FGT3* encodes the *HSFA3* gene and that the *fgt3* mutant has a HS memory-specific phenotype, comparable to *hsfa2*. We provide evidence that *HSFA3* is a second key HSF underlying HS memory and that it forms heteromeric complexes with HSFA2 that efficiently promote transcriptional memory. These findings serve not only to assign function to a further important HSF family member, but also provide information about the in vivo composition of HSF complexes in *A. thaliana*.

## Results

### *FORGETTER3 (FGT3)* is required for HS memory and sustained induction of *HSA32*

To identify factors that are implicated in HS memory, we performed a mutagenesis screen for modifiers of HS-induced sustained expression of *pHSA32::HSA32-LUC*^24^. In *fgt3* mutants HSA32-LUC induction was normal at 1 d after a two-step HS treatment (“acclimation”, ACC, Fig. 1a), but declined prematurely during the following two days at normal growth temperature (Fig. 1b). In line with this finding *fgt3* mutants also had a defective HS memory at the physiological level (Fig. 1c, Supplementary Fig. 1a). However, the immediate HS responses - as assayed by basal thermotolerance and acquired thermotolerance - were not affected in *fgt3* (Supplementary Fig. 1b-c). Thus, *FGT3* is specifically required for HS memory.

**Fig. 1:**
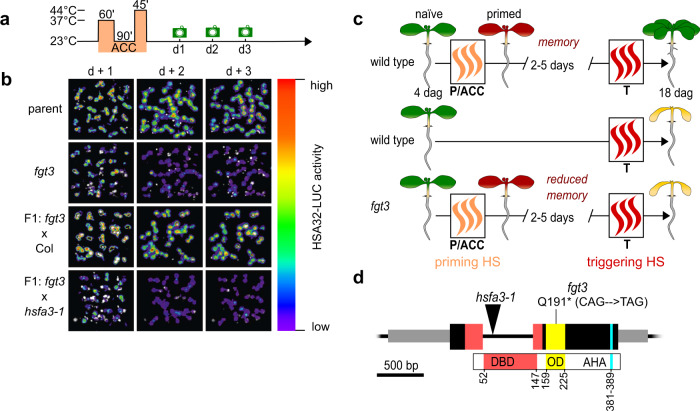
*FGT3*/*HSFA3* is required for HS memory. **a** Treatment scheme for LUC-based HS memory assay: 4 d-old seedlings were exposed to a two-step acclimation treatment (ACC; 60 min 37 °C, 90 min 23 °C and 45 min 44 °C). Activity of the HS memory marker *pHSA32::HSA32-LUC* was scored on the following three days (green camera symbols). **b** LUC-based HS memory assay shows reduced maintenance of *pHSA32::HSA32-LUC* induction in *forgetter 3 (fgt3)* mutants. Crossing to Col but not to the *hsfa3-1* mutant complements the defect of *fgt3* in the F1 progeny. **c** Schematic representation of physiological HS memory: Plants that have not experienced any HS (naïve plants) can be primed by a non-lethal HS (P or ACC), leading to an enhanced capacity to withstand a triggering HS (T). This enhanced thermotolerance results in increased survival of T in a primed plant compared to a naïve plant for up to 5 d (HS memory). *Fgt3* mutants are defective in HS memory and do not survive the T despite prior priming. **d** Schematic representation of the *HSFA3* locus (*At5g03720*) with location of the *fgt3* (Q191*) and *hsfa3-1* mutations. Exons are shown as large black boxes with protein domains overlaid in color (DBD: DNA-binding domain, OD: oligomerization domain, AHA: AHA motif), aa numbers are given to depict the positions of protein domains. UTRs are shown as gray boxes and the intron as a black line.

### *FGT3* encodes *HSFA3*

The *fgt3* mutant segregated as a single recessive locus with no apparent morphological defects under normal growth conditions. To identify the genetic mutation underlying the HS memory phenotype, we combined recombination breakpoint mapping and genome re-sequencing, and identified a single nucleotide polymorphism in exon 2 of *At5g03720* that introduces a premature stop codon in the *HSFA3* gene (Fig. 1d). To confirm that *fgt3* is allelic to *hsfa3*, we crossed *fgt3* to *hsfa3-1* and assayed HSA32-LUC activity in the F1 progeny after HS. The progeny of the *fgt3* x *hsfa3-1* cross, but not the control cross, showed strongly reduced maintenance of HSA32-LUC activity and loss of physiological HS memory, similar to *fgt3* (Fig. 1b, Supplementary Fig. 2a). In addition, genomic constructs expressing *HSFA3* under the control of the endogenous promoter (1.3 kb promoter fragment) with or without an N-terminal FLAG tag complemented *HSA32-LUC* expression and survival phenotypes of *fgt3* (Supplementary Figs. 1a, 2b). The *hsfa3-1* allele displayed similar HS memory defects as *fgt3* and was also complemented by *pHSFA3::FLAG-HSFA3* (Fig. 2a–d). Thus, the loss of *HSFA3* function is causative for the *fgt3* mutant phenotypes and we renamed *fgt3* as *hsfa3-3*.

**Fig. 2:**
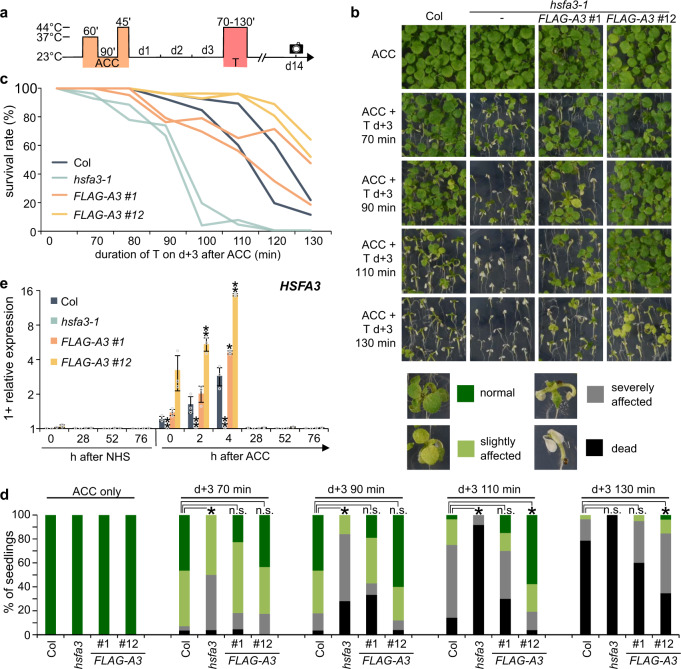
*FGT3*/*HSFA3* is required for physiological HS memory. **a** Treatment scheme for HS memory assays: plants are exposed to a triggering HS (T, 44 °C for 70–130 min) 3 d after ACC (which was applied 4 d after germination) and survival is scored 14 d after ACC (black camera symbol). **b**–**d** HS memory assay of *hsfa3-1* and two complementing lines of *pHSFA3::FLAG-HSFA3* in the *hsfa3-1* background. **b** Representative images of HS memory assay, with legend showing examples of phenotype categories used for the quantification in **d**. **c** Survival rates of the different genotypes in HS memory assay. Data are from 2 independent replicates with *n* ≥ 19 seedlings for each timepoint and genotype. **d** Distribution of phenotypic categories observed in the HS memory assay shown in **b**. Asterisks depict significant differences to Col (*p* < 0.01, Fisher’s exact test, *n* ≥ 19 seedlings for each timepoint and genotype). **e** Transcript levels of *HSFA3* in Col, *hsfa3-1* and two *pHSFA3::FLAG-HSFA3* lines in the *hsfa3-1* background as measured by qRT-PCR. Expression values are relative to the *At4g26410* reference gene, as in all following qRT-PCR figures. Data are mean ± SD of three independent experiments and asterisks indicate significant differences to Col (*, *p* < 0.05; **, *p* < 0.01; unpaired two-sided t-test).

Under our conditions, *HSFA3* induction peaked at 4 h after the end of ACC (Fig. 2e). We also tested the expression pattern of the two *pHSFA3::FLAG-HSFA3* lines. Line #1 expressed *FLAG-HSFA3* similarly as *HSFA3* in Col. Line #12, however, showed a several-fold stronger induction of *FLAG-HSFA3* after ACC, suggesting that this line acts as a native overexpressor (Fig. 2e). Interestingly, line #12 displayed enhanced HS memory compared to Col (Fig. 2b). Further extending the recovery phase between the priming and triggering HS for up to 6 d and reducing the dose (duration) of the triggering HS revealed that HS memory in wild type was still detected after 5 d of recovery, albeit at decreasing levels (Supplementary Fig. 3a, b). This observation extends the memory period regarding physiological effects by 2 d compared to previous reports^23,24^. Notably, the native overexpressing line retained some HS memory 6 d after ACC, when primed Col plants no longer had enhanced survival compared to unprimed Col plants. Thus, HSFA3 protein levels control HS memory.

### *HSFA3* and *HSFA2* interact genetically and have redundant and non-redundant functions

*HSFA3* was induced by ACC, albeit more slowly than *HSFA2*, which peaked right at the end of the ACC treatment (Fig. 3a, b). *HSFA3* was suggested to be induced by the HS-activated DEHYDRATION-RESPONSIVE ELEMENT BINDING PROTEIN 2 A (DREB2A), which in turn is activated by HSFA1 isoforms^37–39^. Indeed, under our HS regime *HSFA3* but not *HSFA2* expression depended on DREB2A, consistent with the predicted presence of more DREB binding elements in the *HSFA3* promoter than in the *HSFA2* promoter (Supplementary Fig. 3c, Supplementary Table 1). This two-step activation may account for the slower induction kinetics of *HSFA3*. Consistent with both genes being downstream of HSFA1s, induction of either *HSFA2* or *HSFA3* was independent of the respective other protein (Fig. 3a, b).

**Fig. 3:**
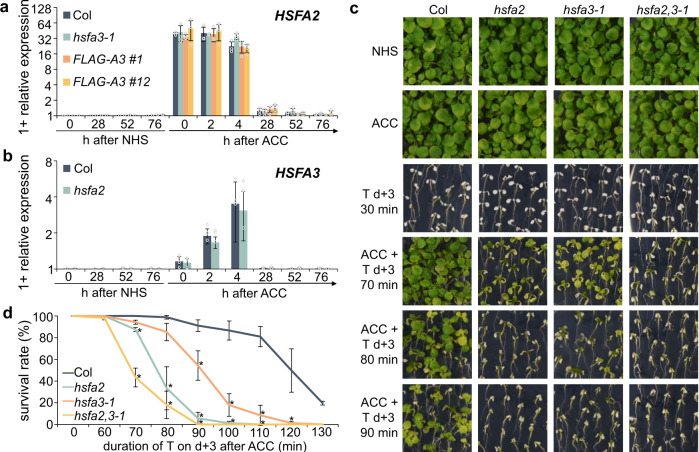
*HSFA2* and *HSFA3* are independently induced by HS and interact genetically. **a** Relative transcript levels of *HSFA2* in Col, *hsfa3-1* and *pHSFA3::FLAG-HSFA3* lines in *hsfa3-1* background as measured by qRT-PCR. **b** Relative transcript levels of *HSFA3* in Col and *hsfa2* as measured by qRT-PCR. Data are mean ± SD of three independent experiments (**a**, **b**). **c**, **d** HS memory assay for *hsfa2*, *hsfa3-1* and *hsfa2 hsfa3-1* double mutants. 4 d-old seedlings were exposed to ACC treatment and 3 d later to a triggering HS at 44 °C for 70–130 min. NHS, no-HS control; ACC, plants primed with an ACC treatment. Representative images (**c**) and survival rates (**d**) were recorded 14 d after ACC. Error bars indicate SD of three independent experiments. Asterisks mark significant differences to Col (*p* < 0.05, unpaired two-sided t-test).

*HSFA2* and *HSFA3* are both required for HS memory, with *hsfa2* having a slightly stronger defect (Fig. 3c, d). To test whether both genes interact genetically, we generated the *hsfa2 hsfa3-1* double mutant and analyzed physiological HS memory. The double mutant was more sensitive to a triggering HS that was applied 3 d after ACC than either single mutant (Fig. 3c, d). None of the mutants or native overexpressing lines showed any defects in basal or acquired thermotolerance, indicating that the observed phenotypes are specific to HS memory (Supplementary Fig. 4). In summary, despite the already strong phenotypes of the single mutants, double mutant analysis indicates that HSFA2 and HSFA3 act partially redundantly.

### *HSFA3* is required for sustained induction of HS memory-related genes

Two types of HS-related transcriptional memory have been described; type I memory (sustained induction) and type II memory (enhanced re-induction)^5,32^. We asked whether *HSFA3* is required for type I memory (sustained induction) by analyzing transcript levels of the endogenous *HSA32* gene as well as three other genes of this group, *HSP18*.2, *HSP22*, and *HSP21*^23,24,32^. Starting from 28 h after ACC, transcript levels of these genes in *hsfa3-1* were lower compared to wild type, indicating a defect in sustained induction, but not initial upregulation (Fig. 4). In contrast, the native overexpressing line #12 showed increased expression levels of *HSA32*, *HSP22*, and *APX2* from 28 h onwards (Supplementary Fig. 5a), in line with the stronger *HSFA3* expression after ACC and the enhanced HS memory (Fig. 2). In the *hsfa2 hsfa3-1* double mutant, *HSA32*, *HSP22*, and *HSP21* had further reduced transcript levels starting from 28 h compared to either single mutant (Fig. 4). This is in line with the further reduced HS memory in the double mutant and suggests that both proteins act in HS memory and cannot replace each other. In addition, we observed similar changes at the level of unspliced transcripts (Supplementary Fig. 5b), which are often used as a proxy for transcriptional activity^23,24,40^, indicating that the observed changes in transcript levels reflect changes in (ongoing) gene transcription. The expression of HS-induced non-memory genes *HSP101* and *HSP70* was unaltered in all of the mutants (Fig. 4).

**Fig. 4:**
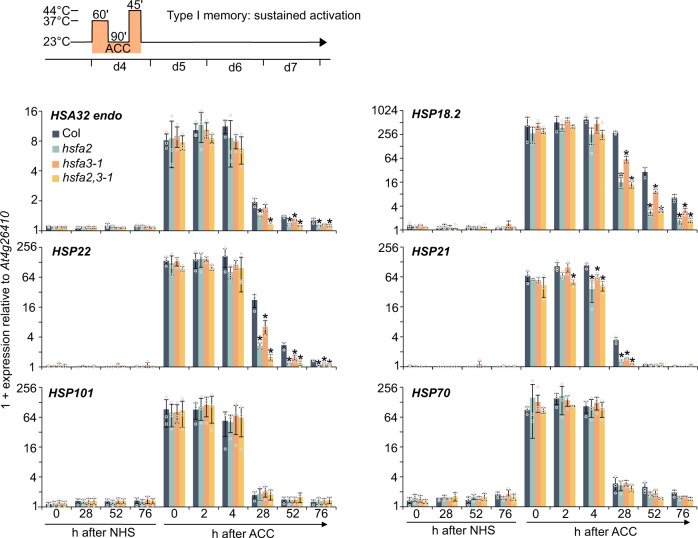
Sustained induction of HS memory genes depends on *HSFA2* and *HSFA3*. Type I transcriptional memory (sustained induction): Memory gene expression is induced by a priming ACC treatment and expression is sustained above baseline for several days. Plants were exposed to an ACC treatment and samples taken at the indicated time points during the following 76 h. Relative transcript levels of 4 memory genes (*HSA32*, *HSP18.2*, *HSP22*, *HSP21*) and 2 HS-inducible non-memory genes (*HSP101* and *HSP70*) were measured by qRT-PCR. Time points depict hours after end of ACC. Data are mean ± SD of three independent experiments. Asterisks mark significant differences to Col (*p* < 0.01, unpaired two-sided t-test).

Consistent with previous findings^33^, *HSFA2* was required for type II memory at *APX2, HSFA1E, MIPS2, LACS9*, *LPAT5, TPR1*, *MYB86,* and *DGS1* (Fig. 5). In contrast, *hsfa3-1* mutants showed wild type-like enhanced re-induction of these genes. Expression of *HSP101*, which does not show type II transcriptional memory, was unaffected in all mutant backgrounds (Fig. 5). Thus, while *HSFA2* is required for both types of transcriptional memory, *HSFA3* appears specifically required for the sustained induction of HS memory-related genes (type I).

**Fig. 5:**
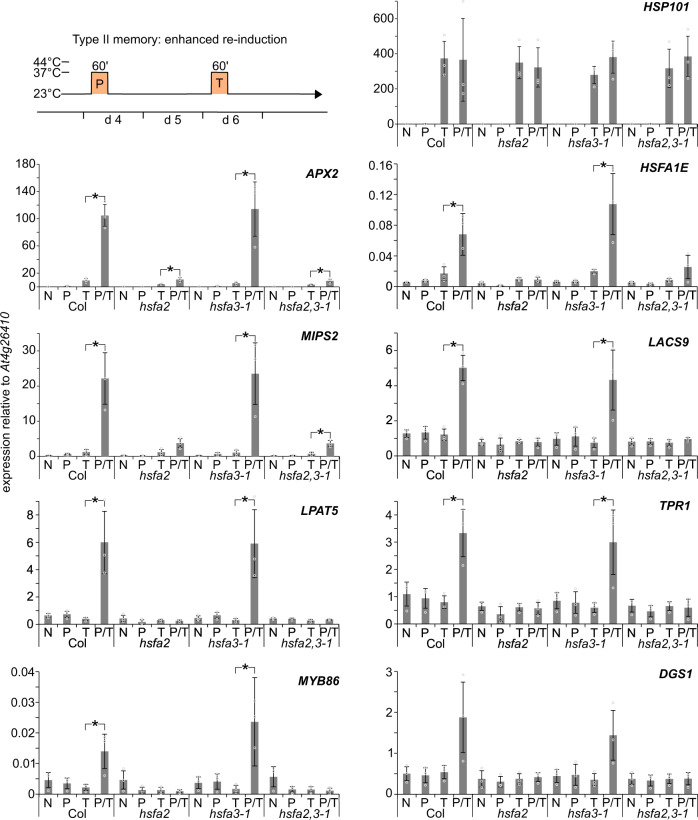
Enhanced re-induction of HS memory genes depends on *HSFA2* but not *HSFA3*. Type II transcriptional memory (enhanced re-induction): Memory gene expression is activated by a priming treatment (P), and more highly activated by a second triggering treatment (T) 2 d later. P and T treatments consist of 37 °C for 1 h. Relative transcript levels in enhanced re-induction experiments of eight memory genes (*APX2*, *HSFA1E*, *MIPS2*, *LACS9*, *LPAT5*, *TPR1*, *MYB86,* and *DGS1*) and one non-memory gene (*HSP101*) were measured by qRT-PCR. Plants were either not treated (N), only primed on d 4 (P), only triggered on d 6 (T), or primed on d 4 and triggered on d 6 (P + T). Regardless of their treatment, all samples were harvested on d 6 at the end of the T treatment. Data are mean ± SD of three independent experiments. Asterisks mark significant differences to Col (*p* < 0.01, unpaired two-sided t-test).

To globally assess the effects of the mutants on heat-induced gene expression during the memory phase, we performed RNA-seq on Col, *hsfa2*, *hsfa3*, and double mutant seedlings that were subjected to an ACC treatment and recovered for 4 h, 28 h, or 52 h or control samples without ACC. 

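The RNA-seq experiment covered 4 genotypes, the wild type Col, the insertion mutants *hsfa2* and *hsfa3-1* and the *hsfa2 hsfa3-1* double mutant. Seedlings were harvested without heat treatment (no HS) and at 4 h, 28 h and 52 h after ACC, the acclimation treatment in which a mild and a severe HS are separated by a phase at the growth temperature. With 3 biological replicates per genotype and time point, there were 48 libraries in 16 groups. The authors mapped the paired-end reads to the TAIR10 genome with STAR and deposited the number of read pairs that STAR counted on each gene, without normalization. The paper's text does not name which of STAR's strand columns was kept. Over all libraries, between 27561060 and 33861060 read pairs were counted on the 26712 protein-coding genes, with a median of 33377428. In Col, the libraries held 32545289 to 33421795 read pairs without HS (median 33108223), 31822703 to 33565096 at 4 h (median 33296829), 29717072 to 33490883 at 28 h (median 29741283) and 33576055 to 33679916 at 52 h (median 33662773). In *hsfa2*, they held 29146432 to 32129563 without HS (median 31855110), 31832196 to 33861060 at 4 h (median 32748486), 31002378 to 33501798 at 28 h (median 33276842) and 29639897 to 33805382 at 52 h (median 33217955). In *hsfa3-1*, they held 32928041 to 33544060 without HS (median 33297410), 27561060 to 33454068 at 4 h (median 33384247), 33477190 to 33501717 at 28 h (median 33488000) and 33217503 to 33650946 at 52 h (median 33318590). In the double mutant, they held 32954646 to 33693480 without HS (median 33382592), 33212410 to 33552301 at 4 h (median 33540828), 33372264 to 33583618 at 28 h (median 33479789) and 32961567 to 33465223 at 52 h (median 33394902). The 10 genes with the most counts took between 5.39% and 7.56% of the counts of a library. A level of 3 counts, taken as the smallest that this depth can show, corresponded to 0.0834 to 0.115 CPM, the counts scaled to the same library total. The floors given with the data cover counting error only, because the reads carry no molecular identifiers.

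From the deposited counts, the 21107 protein-coding genes that passed edgeR's filterByExpr were normalized for library size by the TMM method and tested with edgeR's quasi-likelihood test, in a single model of the 16 groups with 32 residual degrees of freedom. Induction is the log2 fold change of a time point against no HS in the same genotype. A single group without HS per genotype serves all time points, so seedling age is not separated from the treatment. A gene was counted as induced at a log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05. The paper's methods give the same thresholds without naming the p as adjusted, and Supplementary Data 1 lists adjusted p-values. The 48 pairs of libraries within groups differed by more than counting error, with a chi-square per degree of freedom between 11.9 and 82.7, so that no library was counted as a duplicate of another.

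The transcripts of the mutated genes were measured first. *HSFA2* (AT2G26150, chromosome 2) reached 1389 ± 181 CPM (SD, n = 3) in Col at 4 h, 62.5 ± 16.4 CPM in *hsfa2*, 1186 ± 243 CPM in *hsfa3-1* and 62.2 ± 3.70 CPM in the double mutant. Its level at 4 h differed from Col by a log2 fold change of −4.47 in *hsfa2* (standard error 0.553, adjusted p = 1.78e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of −4.48 in the double mutant (adjusted p = 1.15e-07). *HSFA3* (AT5G03720, chromosome 5) reached 1008 ± 118 CPM in Col, 1313 ± 332 CPM in *hsfa2*, 163 ± 8.36 CPM in *hsfa3-1* and 215 ± 9.41 CPM in the double mutant at 4 h. The corresponding log2 fold changes were −2.63 in *hsfa3-1* (standard error 0.184, adjusted p = 2.28e-12) and −2.23 in the double mutant (adjusted p = 5.26e-12). Read pairs on both genes remained in the mutants, and the counts do not show which part of the gene they cover.

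The same replicate numbers occur in every group, and libraries with the same number deviated from their group means together. The mean correlation of these deviations between groups was 0.262 for the same number and −0.130 for different numbers, and component 1 held 34.7% of their variance. In 15 of the 16 groups, the numbers as labelled gave the highest mean correlation. In Col at 28 h it was 0.0401 as labelled and 0.260 with the numbers 2 and 3 exchanged. Results with the replicate number as a block in the model are therefore given beside those without it. With this block, 3603 genes were induced in Col at 4 h, 1096 at 28 h and 583 at 52 h, against 3565, 996 and 456 without it.

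**Figure D1:**
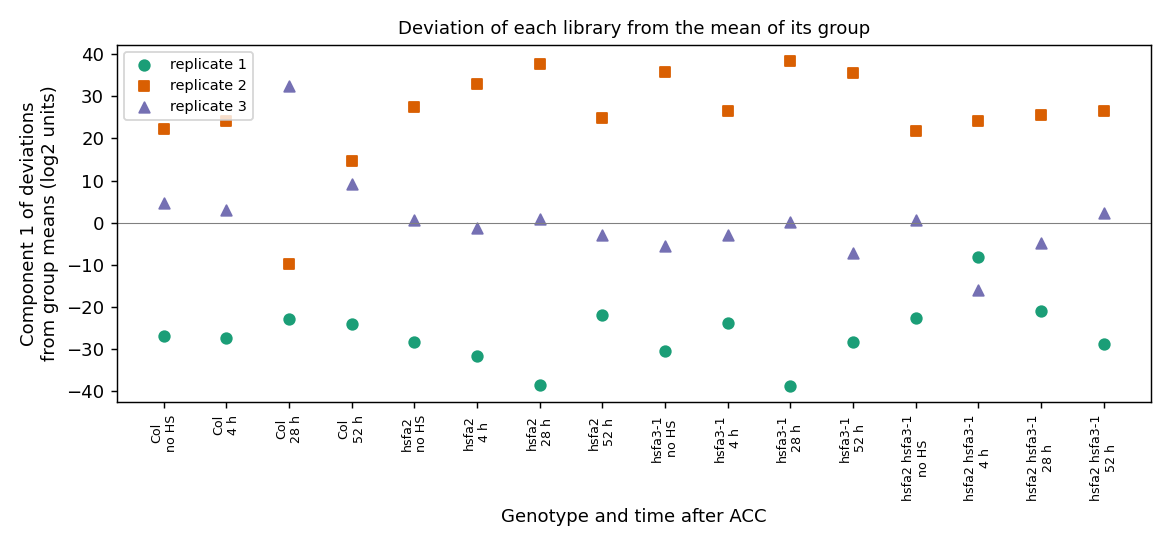
Component 1 of the deviations of each library from the mean of its group, in log2 units, for each genotype and time point. Each point is 1 library, with the shape and colour of its replicate number, and all replicate 1 libraries lie below 0 while replicate 2 lies above 0 in each group but Col at 28 h.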

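Genes induced in Col at 4 h, 28 h and 52 h after ACC against no HS (1-1-1 up) numbered 167. With the replicate number as a block there were 194, of which 164 were among the 167. The largest change among the settings tried came from leaving out the libraries of replicate 3, which gave 94 genes, 86 of them shared. *HSA32* (AT4G21320, chromosome 4), which encodes a heat-stress-associated protein, was one of these genes. Its level in Col was 4.02 ± 0.718 CPM (SD, n = 3) without HS, 356 ± 31.2 CPM at 4 h, 37.8 ± 5.91 CPM at 28 h and 19.9 ± 3.33 CPM at 52 h. These are log2 fold changes against no HS of 6.47 at 4 h (standard error 0.248, adjusted p = 1.91e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.23 at 28 h (standard error 0.220, adjusted p = 4.22e-13) and 2.31 at 52 h (standard error 0.216, adjusted p = 2.59e-09). Its annotated region overlaps that of AT4G21323, and read pairs in the shared part cannot be assigned to either gene. *HSP18.2* (AT5G59720), *HSP22* (AT4G10250, annotated as *ATHSP22.0*), *HSP21* (AT4G27670) and *APX2* (AT3G09640) were also induced at all 3 time points. *HSP101* (AT1G74310) was not, with a log2 fold change of 0.49 at 52 h (standard error 0.385, adjusted p = 0.408), nor was *HSP70* (AT3G12580), with 0.72 (standard error 0.397, adjusted p = 0.225). With the block, the adjusted p at 52 h was 0.119 for *HSP101* and 0.0135 for *HSP70*, whose log2 fold change of 0.77 stayed below the threshold.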

In Col, we identified 156 genes that showed differential gene induction (log_2_ FC > 1 and *p* < 0.05) at all three timepoints (“1-1-1 up”), and that we therefore call HS memory genes (Supplementary Data 1). In contrast, 3225 genes were induced specifically at 4 h after ACC (“1-0-0 up”). 

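In the deposited counts, 2997 genes were induced in Col at 4 h and neither at 28 h nor at 52 h. The fit with the replicate block gave 2999, of which 2957 were shared. Without replicate 2, the setting that moved this number most, there were 3311, of which 2879 were shared. A further 377 genes were induced at 4 h and 28 h only, and 24 at 4 h and 52 h only. Induction without a call at 4 h was found for 320 genes at 28 h only, 133 at 52 h only and 132 at both. The part of the list in Supplementary Data 1 that was used here holds 1672 of the paper's 1-0-0 up genes, and 1541 of them were among the genes tested. Of these, 1518 were also 1-0-0 up here, while 27 genes from the same part of the genome were 1-0-0 up here and are not on the list. Across these 1541 genes, which are not independent replicates, the log2 fold changes computed here and those in Supplementary Data 1 had Spearman's rho between 0.984 and 0.998 and Pearson's r between 0.880 and 0.941 over the 4 genotypes and 3 time points.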

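A memory gene was counted as not induced in a mutant when its log2 fold change against no HS in that mutant was at most 1 or its adjusted p from edgeR's quasi-likelihood test was not below 0.05. At 4 h after ACC, this held for 19.2% of the memory genes in *hsfa2* (95% Wilson interval 13.9% to 25.8%), 16.2% in *hsfa3-1* (11.4% to 22.5%) and 26.3% in the double mutant (20.3% to 33.5%). The intervals treat genes as independent draws and do not contain the error between biological replicates. With the replicate block, in which the memory genes are defined anew, the shares were 20.1%, 17.0% and 24.7%. Leaving out replicate 3 moved them most at this time point, to 11.7% in *hsfa3-1*.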

Among the memory genes, 18.6%/13.5%/23.7% were not induced in *hsfa2*/ *hsfa3*/ *hsfa2 hsfa3* at 4 h after ACC (Fig. 6a, Supplementary Data 1). These numbers progressively increased to 37.2%/30.8%/53.2% at 28 h and 62.2%/55.8%/74.4% at 52 h after ACC. Thus, HSFA2 and HSFA3 are partially redundantly required for sustained induction of HS memory genes and their effect becomes more pronounced as the recovery phase progresses. In contrast, of the 3225 early HS genes (1-0-0 up), 22.3%/21.4%/24.2% were not induced at 4 h in *hsfa2*/ *hsfa3*/ *hsfa2 hsfa3*. 

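In the re-analysed counts, the share of memory genes not induced at 28 h was 34.7% in *hsfa2* (95% Wilson interval 27.9% to 42.2%), 26.9% in *hsfa3-1* (20.8% to 34.1%) and 52.1% in the double mutant (44.6% to 59.5%). At 52 h it was 61.1% in *hsfa2* (53.5% to 68.1%), 55.7% in *hsfa3-1* (48.1% to 63.0%) and 73.7% in the double mutant (66.5% to 79.7%). Under the replicate block, the shares were 34.0%, 28.4% and 47.9% at 28 h and 56.2%, 49.0% and 68.04% at 52 h. Without replicate 3 they were larger, at 42.6%, 39.4% and 71.3% at 28 h and 81.9%, 75.5% and 85.1% at 52 h. With the threshold on the log2 fold change alone, without the adjusted p, they were smaller at 52 h, at 44.3%, 41.9% and 56.9%. The order of the time points was the same in each mutant under all of these settings.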

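The loss of induction was also tested directly, as the difference between the log2 fold changes in a mutant and in Col (the interaction of genotype and treatment). Induction was lower than in Col, at an adjusted p below 0.05 from edgeR's quasi-likelihood test, for 25 memory genes in *hsfa2*, 5 in *hsfa3-1* and 34 in the double mutant at 4 h. At 28 h the numbers were 6, 0 and 40, and at 52 h they were 3, 0 and 15. At an unadjusted p below 0.05 they were 59, 42 and 70 at 4 h, 68, 54 and 90 at 28 h, and 62, 55 and 76 at 52 h. With the replicate block, and the memory genes defined under it, adjusted p-values gave 33, 15 and 55 genes at 4 h, 35, 6 and 61 at 28 h, and 14, 0 and 24 at 52 h. Leaving out replicate 3 lowered the numbers to 5, 0 and 11 at 4 h, 1, 0 and 7 at 28 h, and 1, 0 and 3 at 52 h, while leaving out replicate 1 raised those of *hsfa2* to 27 at 28 h and 20 at 52 h. Higher induction than in Col was found for 0 memory genes at each time point, and at an unadjusted p below 0.05 for 3, all in the double mutant at 4 h.

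The size of the loss was the median over the memory genes of the difference in log2 fold change, computed between libraries of the same replicate number. It was −0.76 ± 0.187 (SD, n = 3 pairs) in *hsfa2*, −0.69 ± 0.136 in *hsfa3-1* and −0.80 ± 0.073 in the double mutant at 4 h. At 28 h it was −0.82 ± 0.286, −0.73 ± 0.270 and −1.18 ± 0.077, and at 52 h −0.72 ± 0.101, −0.69 ± 0.100 and −0.98 ± 0.031. In the single mutants, the medians at the 3 time points differed by less than these SDs. In the double mutant, the medians at 28 h and 52 h lay below that at 4 h by more than the SDs. The change of the loss from 4 h to 52 h was tested per gene, a test chosen after these values were seen. The loss was larger at 52 h for 17 memory genes and smaller for 11 in the double mutant, larger for 5 and smaller for 7 in *hsfa2*, and larger for 1 and smaller for 1 in *hsfa3-1*. On the same genes with the replicate block, the numbers were 19 and 16, 14 and 10, and 1 and 3. At 28 h, the loss was larger than at 4 h for 23 and smaller for 10 memory genes in the double mutant, 4 and 7 in *hsfa2*, and 2 and 2 in *hsfa3-1*. With the block these were 29 and 15, 11 and 10, and 3 and 3, so that the balance in *hsfa2* depended on the block.

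**Figure D2:**
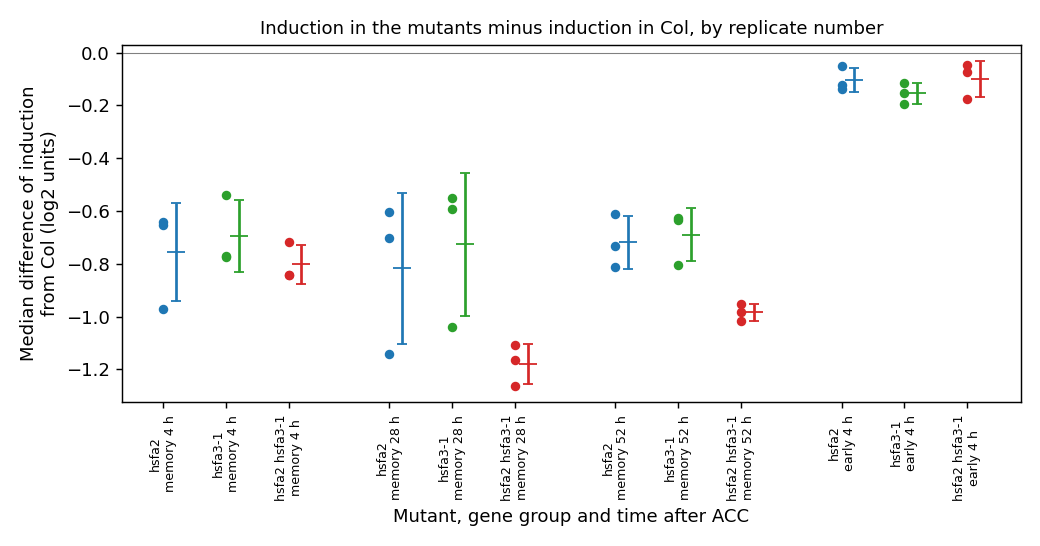
Median over the memory or early genes of the induction in a mutant minus the induction in Col, in log2 units, by mutant, gene group and time after ACC. Points are the 3 pairs of libraries with the same replicate number, and bars are mean ± SD. The memory gene medians of the double mutant fall from −0.80 at 4 h to −1.18 at 28 h and lie at −0.98 at 52 h. The medians of the early genes lie near 0.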

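Among the 1-0-0 up genes of the deposited counts, 20.1% were not induced at 4 h in *hsfa2* (95% Wilson interval 18.7% to 21.6%), 19.5% in *hsfa3-1* (18.1% to 21.0%) and 22.3% in the double mutant (20.8% to 23.8%). The replicate block gave 19.8%, 19.1% and 22.1%. The setting that moved a share most was the fit without replicate 2, with 24.9% in the double mutant. The median difference in log2 fold change from Col over these genes was −0.10 ± 0.045 (SD, n = 3 pairs of libraries with the same replicate number) in *hsfa2*, −0.15 ± 0.040 in *hsfa3-1* and −0.10 ± 0.068 in the double mutant. It was below 0 in all 3 pairs in each mutant, and for 63.2%, 76.8% and 60.5% of the genes in the fit of all libraries. In direct tests against Col (edgeR's quasi-likelihood test, adjusted p below 0.05), induction at 4 h was lower for 291 early genes in *hsfa2*, 62 in *hsfa3-1* and 414 in the double mutant, or 380, 127 and 505 with the block.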

For both groups of genes and at all three timepoints there was a large overlap between the genes with loss of upregulation in the mutants, confirming that their functions are largely overlapping (Fig. 6b). 

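Of the memory genes, 24 were induced in neither *hsfa2* nor *hsfa3-1* at 4 h, where 5.2 would be expected if the losses in the single mutants were independent of each other. At 28 h there were 34, with 15.6 expected, and at 52 h there were 80, with 56.8 expected. Among the early genes there were 390, with 117.5 expected. Genes not induced in any of the 3 mutants numbered 20, 33 and 79 of the memory genes at 4 h, 28 h and 52 h and 346 of the early genes at 4 h. Both single mutants were compared with the same Col libraries, which set the gene groups. Of the memory genes not induced in at least 1 single mutant, 30 of 35 were also not induced in the double mutant at 4 h, 58 of 69 at 28 h and 106 of 115 at 52 h. For the early genes these were 578 of 797. Under the block, the genes not induced in any mutant numbered 25, 36 and 77 of the memory genes and 337 of the early genes. Without replicate 3, the number at 4 h fell to 8 memory genes.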

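The numbers behind the comparison of the double mutant with the single mutants were as follows. At 4 h, 44 memory genes were not induced in the double mutant, 32 in *hsfa2* and 27 in *hsfa3-1*. At 28 h there were 87, 58 and 45, and at 52 h there were 123, 102 and 93. Among the early genes there were 668, 602 and 585. Not induced in the double mutant while induced in both single mutants were 14, 29 and 17 memory genes at the 3 time points, or 12, 28 and 21 with the replicate block, and 90 early genes, or 92 with the block. A direct test of the double mutant against each single mutant (edgeR's quasi-likelihood test on the difference in induction, adjusted p below 0.05) gave lower induction than in *hsfa2* for 1 memory gene at 4 h and 0 at 28 h and 52 h. At an unadjusted p below 0.05 these were 7, 29 and 14, while induction was higher than in *hsfa2* for 5, 2 and 1. Lower induction than in *hsfa3-1* was found for 7 genes at 4 h, 3 at 28 h and 0 at 52 h. At an unadjusted p below 0.05 these were 28, 34 and 28, while induction was higher than in *hsfa3-1* for 3, 2 and 1. With the block, genes with lower induction at an adjusted p below 0.05 numbered 1, 2 and 0 against *hsfa2* and 12, 9 and 4 against *hsfa3-1*. Departure of the double mutant from the sum of the single-mutant effects was found for 0 memory genes at each time point. At an unadjusted p below 0.05, the loss was larger than additive for 1 memory gene, at 28 h, and smaller than additive for 22, 16 and 15 at 4 h, 28 h and 52 h. The memory genes were chosen for their induction in the same Col libraries, which moves this contrast towards a smaller than additive loss. A gene with little induction left in a single mutant also has little more to lose. These counts therefore do not decide whether the effects are additive.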

For the memory genes only, the number of genes with loss of overexpression was increased in the double mutant, confirming the cooperative effect of HSFA2 and HSFA3. 

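By effect size, the log2 fold change was lower than in Col by at least 1 for 72 memory genes in *hsfa2*, 55 in *hsfa3-1* and 73 in the double mutant at 4 h. The numbers were 76, 69 and 97 at 28 h and 71, 68 and 93 at 52 h. The block gave 80, 60 and 82 at 4 h, 86, 75 and 108 at 28 h and 78, 72 and 99 at 52 h. Single genes are compared at 52 h, with CPM as mean ± SD (n = 3) and adjusted p-values from edgeR's quasi-likelihood test. *HSA32* lay at 3.33 ± 0.352 CPM in the double mutant, with induction lower than in Col by a log2 difference of −2.38 (standard error 0.312, adjusted p = 3.63e-05, with the block 4.6e-08). *HSP18.2* (chromosome 5) lay at 408 ± 138 CPM in Col and 18.6 ± 4.82 CPM in the double mutant, a difference in induction of −3.97 (standard error 0.655, adjusted p = 0.00208, with the block 0.00084). Without replicate 3 its adjusted p was 0.526, and without replicate 1 it was 0.0529. In *hsfa2* the difference for this gene was −5.22 (standard error 0.622, adjusted p = 1.15e-05). *HSP22* (chromosome 4) lay at 42.3 ± 8.25 CPM in Col and 0.790 ± 0.114 CPM in the double mutant. Its difference in induction of −4.93 had a standard error of 1.61 and an adjusted p of 0.913, while the levels at 52 h differed by −5.74 (standard error 0.631, adjusted p = 1.59e-07). The double mutant did not have the lowest induction for each gene. At 52 h the log2 fold change against no HS was 2.22 in the double mutant and 1.85 in *hsfa2* for *HSP22*. It was 3.84 and 2.59 for *HSP18.2*, while *HSA32* went the other way with −0.07 and 0.93. For *HSP21* (chromosome 4) and *APX2* (chromosome 3), all libraries of Col or of the double mutant without HS had at most 3 counts, so the levels at 52 h were compared instead. *HSP21* lay at 7.29 ± 5.11 CPM in Col and 0.215 ± 0.119 CPM in the double mutant, a log2 fold change of −5.06 (standard error 0.646, adjusted p = 2.9e-06). *APX2* lay at 11.0 ± 0.400 CPM and 0.0786 ± 0.0624 CPM, a log2 fold change of −7.07 (standard error 0.479, adjusted p = 8.13e-13). The test of the difference in induction depended on the tool for these 3 genes. With DESeq2, the adjusted p was 0.00506 for *HSP22*, 0.000561 for *HSP21* and 2.48e-09 for *APX2*, and with edgeR it was at least 0.0606 for each of them under all settings tried. Among the memory genes with the largest fall, AT5G53680 was at the floor in the double mutant at 52 h and at least 4.26-fold higher in Col. AT1G72660, AT5G37670 and AT4G21323 had differences in induction of −3.92, −3.33 and −2.77, with adjusted p-values of 0.0243, 4.84e-05 and 0.00125. None of these 3 kept an adjusted p below 0.05 without replicate 3, and AT1G72660 also lost it without replicate 2 (0.435). AT5G53680 lost it whichever replicate number was left out. AT4G21323 overlaps *HSA32* and is uncertain. *HSP101* and *HSP70*, which are not memory genes, had differences of −0.95 (adjusted p = 1.00) and −1.84 (adjusted p = 0.646, with the block 0.00174). Without replicate 1 these were −1.02 (adjusted p = 0.03) and −2.10 (adjusted p = 0.000203).

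**Figure D3:**
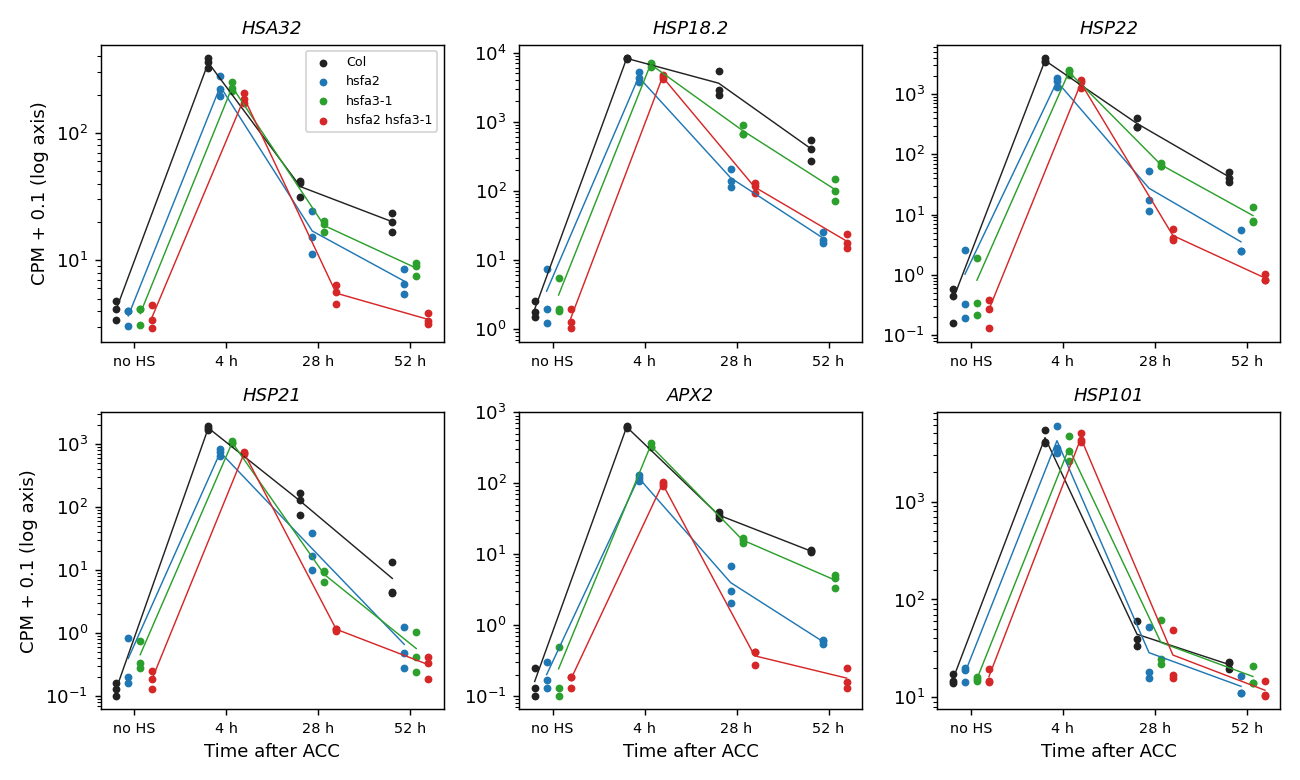
CPM + 0.1 on a log axis against the time after ACC for 5 memory genes and *HSP101*, with no HS at the left. Each point is 1 library and lines join the means of 3 libraries per genotype. At 52 h the double mutant lies below Col for each memory gene, with means from 18.6 CPM for *HSP18.2* down to 0.0786 CPM for *APX2*.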

The overall similar but stronger effect of the double mutant was also apparent from looking at the effect size of individual genes (Fig. 6c). Among the HS memory genes, all differentially expressed genes showed reduced induction, with the exception of two genes. In contrast, among the early HS genes, enhanced induction was more prevalent (Fig. 6c). 

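In the re-analysed counts, 6 memory genes had a log2 fold change higher than in Col by at least 1 in at least 1 mutant and time point, or 9 with the replicate block. By mutant, they numbered 1 in *hsfa2*, 1 in *hsfa3-1* and 2 in the double mutant at 4 h, 1, 0 and 3 at 28 h, and 1, 0 and 2 at 52 h. The smallest number among the settings tried, 2, came from DESeq2 with shrunken log2 fold changes. The 5 largest were AT2G07599 in the double mutant at 4 h, 28 h and 52 h, AT3G21080 in the double mutant at 4 h and 28 h, *FTSH6* (AT5G15250) in *hsfa2* at 4 h, 28 h and 52 h, AT5G54550 in *hsfa3-1* at 4 h and *PUM9* (AT1G35730) in the double mutant at 28 h. In each of these comparisons, every library without HS of at least 1 of the genotypes compared had at most 3 counts, so that the difference in induction rests on counts at the floor and is not given as a fold. None of the 6 genes had an adjusted p below 0.05, and among these 5 the lowest was 0.327 for AT2G07599 at 4 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.258 with the block). At 4 h, AT2G07599 lay at 4.36 ± 0.874 CPM (SD, n = 3) in Col and 4.77 ± 0.470 CPM in the double mutant. *FTSH6* lay at 44.9 ± 7.84 CPM in Col and 7.10 ± 1.50 CPM in *hsfa2* at 4 h, a lower level after ACC, and had 0 counts in all *hsfa2* libraries without HS.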

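Among the early genes, the log2 fold change at 4 h was lower than in Col by at least 1 for 193 genes in *hsfa2*, 90 in *hsfa3-1* and 268 in the double mutant, and higher by at least 1 for 51, 34 and 43. The replicate block gave 193, 82 and 264 lower and 54, 39 and 47 higher. The higher genes were 1.70%, 1.13% and 1.43% of the early genes and 20.9%, 27.4% and 13.8% of those that differed by at least 1. Among the memory genes at 4 h, the corresponding percentages were 0.60%, 0.60% and 1.20% of all and 1.37%, 1.79% and 2.67% of those that differed. The number of higher genes depended on the method, and DESeq2 with shrunken log2 fold changes gave 16, 10 and 21. In the direct test (edgeR's quasi-likelihood test, adjusted p below 0.05), early genes with higher induction than Col numbered 7 in *hsfa2*, 0 in *hsfa3-1* (12 at an unadjusted p below 0.05) and 12 in the double mutant, or 10, 0 and 22 with the block. Among these 12 genes, the largest rises were those of *Hsp70-2*, *ERD9* and *UBC11*. *Hsp70-2* (AT5G02490, chromosome 5) lay at 114 ± 34.4 CPM (SD, n = 3) in Col and 393 ± 70.2 CPM in the double mutant at 4 h, a difference in induction of 1.69 (standard error 0.385, adjusted p = 0.00411), and is uncertain because HSP70 genes form a family whose members can share reads. *ERD9* (AT1G10370, chromosome 1) and *UBC11* (AT3G08690, chromosome 3) rose by 0.78 (standard error 0.202, adjusted p = 0.0156) and 0.76 (standard error 0.189, adjusted p = 0.00976). Without replicate 3, none of these 3 rises kept an adjusted p below 0.05. Those of *Hsp70-2* (0.0728) and *ERD9* (0.184) also lost it without replicate 1, and that of *UBC11* (0.119) without replicate 2. Of the early genes with an adjusted p below 0.05 in the double mutant, the largest falls were those of *ABCA9*, *MYB86* and AT1G33350. *ABCA9* (AT5G61730, chromosome 5) was at the floor in the double mutant at 4 h and at least 6.06-fold lower than in Col, where it lay at 0.622 CPM. *MYB86* (AT5G26660, chromosome 5) fell from 19.7 ± 2.46 CPM in Col to 1.70 ± 0.893 CPM, a difference in induction of −3.51 (standard error 0.419, adjusted p = 1.34e-07). AT1G33350 (chromosome 1) fell from 69.6 ± 8.67 CPM to 6.21 ± 1.08 CPM, a difference of −3.48 (standard error 0.226, adjusted p = 7.46e-14).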

In summary, global analysis confirmed that HSFA2 and HSFA3 function as transcriptional activators on an overlapping set of HS memory genes, where they are required for sustained induction of gene expression (type I memory).

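The median induction of the memory genes over the 3 replicates was 3.50 ± 0.101 (log2 fold change against no HS, SD, n = 3) in Col at 4 h, 2.16 ± 0.138 at 28 h and 1.72 ± 0.167 at 52 h. In *hsfa2* it was 2.53 ± 0.144, 1.44 ± 0.276 and 1.03 ± 0.210, in *hsfa3-1* 2.88 ± 0.162, 1.45 ± 0.201 and 1.08 ± 0.241, and in the double mutant 2.55 ± 0.036, 1.06 ± 0.121 and 0.76 ± 0.171. The memory genes were chosen for their induction in Col, which by itself places the mutants below Col to some extent. At 4 h, the gap between each mutant and Col was wider than the SDs, and the median stayed above a log2 fold change of 1 in each mutant. Each library was set against the mean of the 3 libraries without HS of its genotype. The SDs therefore hold no error from the libraries without HS. When the levels of the mutants were compared with Col at the same time point, without the libraries without HS, a comparison chosen after the interaction results were seen, 51 memory genes were lower in *hsfa2*, 20 in *hsfa3-1* and 63 in the double mutant at 4 h (edgeR's quasi-likelihood test, adjusted p below 0.05). The numbers were 43, 34 and 82 at 28 h and 20, 5 and 47 at 52 h. Without HS, 9 genes differed from Col in *hsfa2*, 6 in *hsfa3-1* and 11 in the double mutant among all genes tested, and with the replicate block 9, 7 and 11. Genes induced at all 3 time points in a mutant itself numbered 70 in *hsfa2*, 81 in *hsfa3-1* and 66 in the double mutant. These were 89, 107 and 99 with the replicate number as a block. From the shares of memory genes not induced and their rise during recovery, the paper concludes that HSFA2 and HSFA3 are partially redundantly required for the sustained induction of these genes. It reasons from the overlap between the mutants that the functions of both are largely overlapping (Fig. 6b), and from the larger number in the double mutant that their effect is cooperative. It states on this basis that both activate a shared set of HS memory genes (type I memory).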

**Fig. 6:**
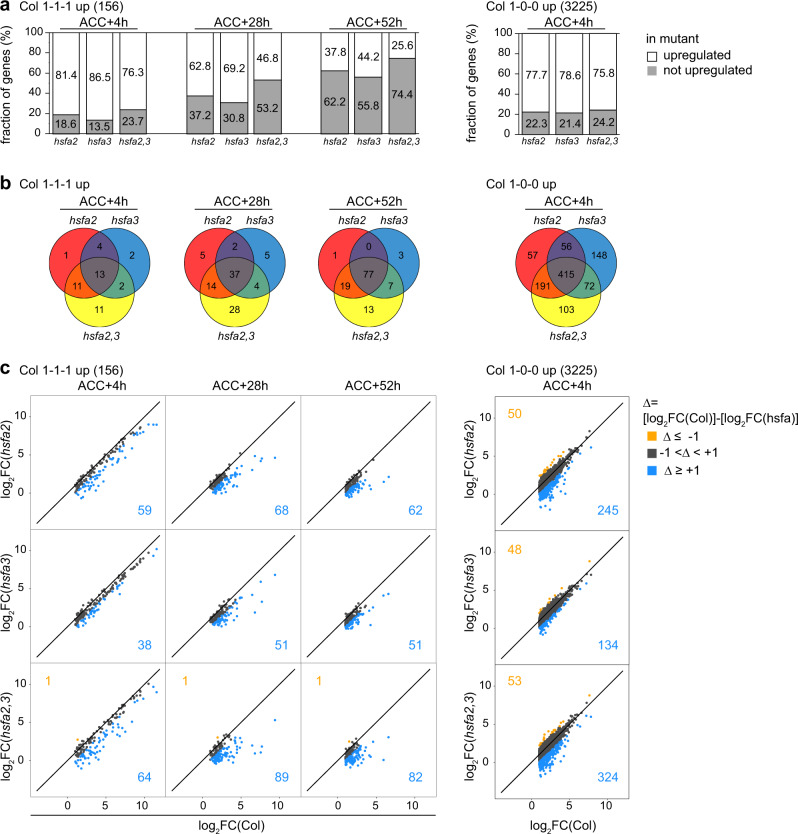
HSFA2 and HSFA3 jointly promote type I transcriptional memory in a genome-wide manner. Genome-wide transcriptome profiling by RNA-seq analysis identifies 156 HS memory genes with sustained induction above no-HS levels (log_2_FC > 1, p < 0.05) at 4 h (ACC + 4 h), 28 h (ACC + 28 h), and 52 h (ACC + 52 h) after end of ACC treatment in Col (1-1-1 up) and 3225 genes that are induced above no-HS levels only 4 h after end of ACC treatment in Col (1-0-0 up). **a** Fraction of 1-1-1 up (Col) and of 1-0-0 up (Col) genes that are no longer upregulated in *hsfa2*, *hsfa3-1* (hsfa3), and *hsfa2 hsfa3-1* (hsfa23) mutants relative to their no-HS expression (log_2_FC ≤ 1 OR log_2_FC > 1 AND *p* > 0.05, blue; log_2_FC > 1 AND *p* > 0.05, gray). **b** Overlap of genes with loss of upregulation relative to no-HS expression (log_2_FC ≤ 1 OR log_2_FC > 1 AND p > 0.05) in *hsfa2*, *hsfa3-1* (hsfa3), or *hsfa2 hsfa3-1* (hsfa23) mutants among 1-1-1 up (Col) and 1-0-0 up (Col) genes. **c** Pairwise comparison of log_2_FCs relative to no-HS expression between Col and *hsfa2*, *hsfa3-1* (hsfa3) or *hsfa2 hsfa3-1* (hsfa23) mutants of 1-1-1 up (Col) and 1-0-0 up (Col) genes. Genes in orange are more strongly induced in the mutant, genes in blue are less induced in the mutant. Colored numbers indicate the number of genes in the respective group.

### HSFA3 and HSFA2 proteins interact

HSF proteins form multimeric complexes^34,41^. With the plethora of HSF proteins in *A. thaliana*, there is the potential for multiple combinations; however, which of these occur in vivo remains unresolved. We hypothesized that HSFA3 and HSFA2 may directly interact. We confirmed the interaction of HSFA2 and HSFA3 in the yeast-two-hybrid system (Fig. 7a). The C-terminus of HSFA2 and HSFA3, which we truncated in the BD constructs to prevent auto activation, was dispensable for the interaction. This is consistent with the notion that the interaction is mediated by the oligomerization domain (OD, Fig. 1d). We next confirmed the interaction by *in planta* co-immunoprecipitation from stable transgenic lines using HSFA2-YFP^32^ and FLAG-HSFA3, both expressed from their own promoters in the *hsfa2 hsfa3-1* double mutant background. Both proteins were strongly induced after ACC with a peak around 4 h into the recovery phase and they were still detectable at 76 h after ACC (Fig. 7b, c). FLAG-HSFA3 precipitated HSFA2-YFP at all time points where both proteins were detectable (Fig. 7b). Conversely, HSFA2-YFP was able to pull down HSFA3 (Fig. 7c). In summary, HSFA2 and HSFA3 form heteromers *in planta* that persist for several days after HS/ACC.

**Fig. 7:**
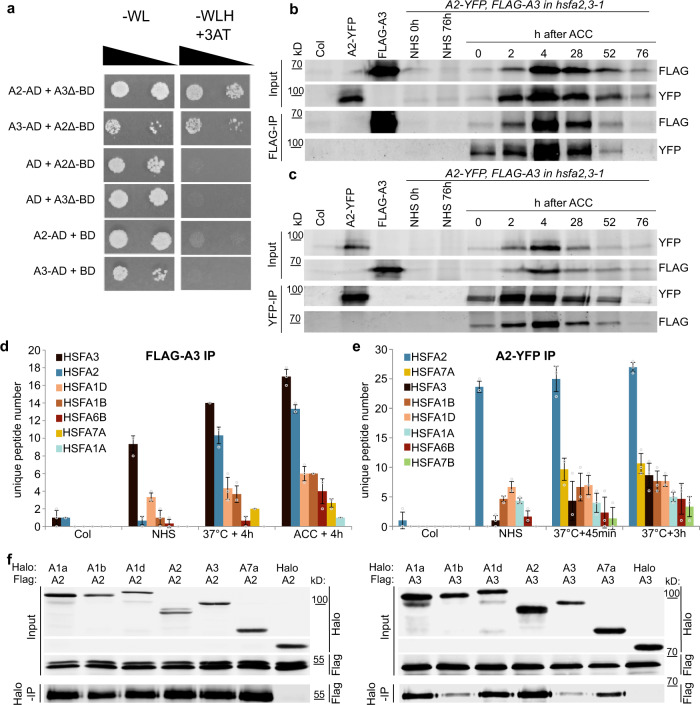
HSFA2 and HSFA3 form protein complexes during HS memory. **a** HSFA2 and HSFA3 interact in the yeast-two-hybrid assay. The C-terminal trans-activating domains of HSFA2 and HSFA3 were deleted (A2**Δ** aa 1-269, A3Δ aa 1-275) when fused to the GAL4-DNA-binding domain (BD) to prevent auto activation. Serial dilutions were grown on –WL medium (not selecting for interaction) or on –WLH medium supplemented with 50 mM 3-AT to check for protein-protein interactions. **b**, **c** HSFA2 and HSFA3 interact *in planta* as shown by co-immunoprecipitation experiments: transgenic lines carrying both *pHSFA2::HSFA2-YFP* and *pHSFA3::FLAG-HSFA3* constructs in the *hsfa2 hsfa3-1* double mutant background were subjected to an ACC treatment and samples were taken at the indicated time points. Immunoprecipitation of FLAG-HSFA3 yielded the HSFA2-YFP protein (**b**) and immunoprecipitation of HSFA2-YFP yielded the FLAG-HSFA3 protein (**c**) at all time points examined. No bands of similar size were co-purified in non-treated plants (NHS 0 h and NHS 76 h), single transgenic lines or Col plants sampled at 4 h after ACC. A representative experiment from 3 independent experiments is shown. **d**, **e** Interacting HSF proteins as identified by co-immunoprecipitation of FLAG-HSFA3 (**d**) or HSFA2-YFP (**e**) followed by mass spectrometry after the indicated treatments (37 °C treatment was for 1 h). Average numbers of unique peptides are given for all HSF proteins identified (cf. Supplementary Table 2). Data are mean ± SD of three independent experiments. Note that the HSF proteins are sorted according to the number of peptides recovered and this differs for HSFA2- and HSFA3-co-purified proteins, the same color code is used in (**d**) and (**e**). **f** In vitro pulldown of HSFA proteins. Pairs of the indicated Halo-tagged and FLAG-tagged HSF proteins were co-translated in vitro and purified with anti-Halo beads. The Halo-tag alone was used as a negative control. A representative experiment from 3 independent experiments is shown.

### Interaction with other HSFs

Our genetic analysis indicated that in the absence of the respective other “memory” HSF, the remaining HSF still retains some activity. Thus, both HSFA2 and HSFA3 may have other binding partners. To investigate this we purified FLAG-HSFA3 and interacting proteins under no-HS conditions, 4 h after HS (1 h at 37 °C), or 4 h after ACC from the complementing *pHSFA3::FLAG-HSFA3* line and subjected them to mass spectrometry analysis (Co-IP/MS). The most frequent interacting protein as estimated by unique peptide numbers in all heat-treated samples was HSFA2 (Fig. 7d, Supplementary Table 2), indicating that HSFA2 is the preferred binding partner of HSFA3. In addition, we also identified HSFA1D, HSFA1B, HSFA6B, HSFA7A, and HSFA1A as interacting proteins (Fig. 7d, Supplementary Table 2). Thus, HSFA3 forms multimeric complexes with other HSF proteins, providing a tentative explanation for the residual activity of HSFA3 in the absence of HSFA2. Interestingly, we also detected interactions of HSFA3 with HSFA1 isoforms before applying any heat treatment, suggesting that the formation of HSFA1-HSFA3 complexes does not depend on a HS stimulus.

Correspondingly, we isolated HSFA2-YFP protein complexes for mass spectrometry (Fig. 7e). Since *HSFA2* expression is induced faster than *HSFA3* (Fig. 3a, b), samples were taken 45 min and 3 h after 1 h HS at 37 °C treatments. HSFA3 was detected with very low peptide numbers under no-HS conditions but increased at 45 min and 3 h after HS in line with the induction of *HSFA3*; at 3 h after HS HSFA3 was the second most frequent interacting protein after HSFA7A. At all time points other HSFs were recovered as HSFA2 interacting proteins. They were HSFA7A, HSFA1B, HSFA1D, HSFA1A, HSFA6B, and HSFA7B (Fig. 7e, Supplementary Table 2). With the exception of HSFA7B, we identified all HSFA2-interacting HSFs also as interactors of HSFA3, suggesting that both proteins share a common set of interactors after HS. Using in vitro pulldowns we confirmed that each HSFA2 and HSFA3 interact directly with HSFA1A, B, D, and HSFA7A (Fig. 7f).

We next asked which proteins (if any) HSFA2 and HSFA3 bind to in the absence of the respective other memory HSF. To this end, we repeated the Co-IP/MS analysis of HSFA2 or HSFA3 in the respective other mutant background in the absence of HS or 4 h after ACC treatment. Besides the memory HSFs, the previously identified additional interacting HSFA1s and HSFA7B were rediscovered (Supplementary Table 3). In the *hsfa2* mutant HSFA3 complexes also contained HSFA1D, HSFA1B and HSFA1A. Conversely, in the *hsfa3* mutant HSFA2 complexes contained HSFA1D, HSFA1B, HSFA1A and HSFA7B. This is consistent with the idea that either memory HSF still forms complexes with additional HSF proteins in the absence of the other memory protein. However, our mutant analysis clearly indicates that these alternative complexes are less efficient in promoting HS memory.

### HSFA3 and HSFA2 bind with overlapping kinetics to the same target genes

To test whether HSFA3 sustains the expression of HS memory-related genes directly, we performed time-course chromatin immunoprecipitation (ChIP) with sampling from the end of ACC until 28 h into the recovery phase. Indeed, we detected HS-dependent enrichment of FLAG-HSFA3 in the promoters of *HSP22*, *HSP18.2*, *HSA32*, and *APX2* at HSE-containing sequences (Fig. 8a, Supplementary Fig. 6a). The binding of HSFA3 peaked 4 h into the recovery phase, and was still detected at 28 h. This is consistent with HSFA3 promoting transcription for at least 24 h after the end of ACC. We previously found that HSFA2 is associated with these loci early after the HS^32^. We confirmed this in the present study using a *pHSFA2::FLAG-HSFA2* line that was grown and sampled side-by-side with the *FLAG-HSFA3* line (Fig. 8a, Supplementary Fig. 6a). After ACC HSFA3 and HSFA2 were also associated with the HS-inducible non-memory gene *HSP101* (Fig. 8a), where they did not have any impact on gene expression (Figs. 4 and 5). Thus, while HSFA3 and HSFA2 bind to the same loci after HS, their binding kinetics differ with HSFA3 showing a delayed peak. This suggests that both proteins bind these loci with overlapping kinetics, partially together and partially using alternative HSFs as binding partners.

**Fig. 8:**
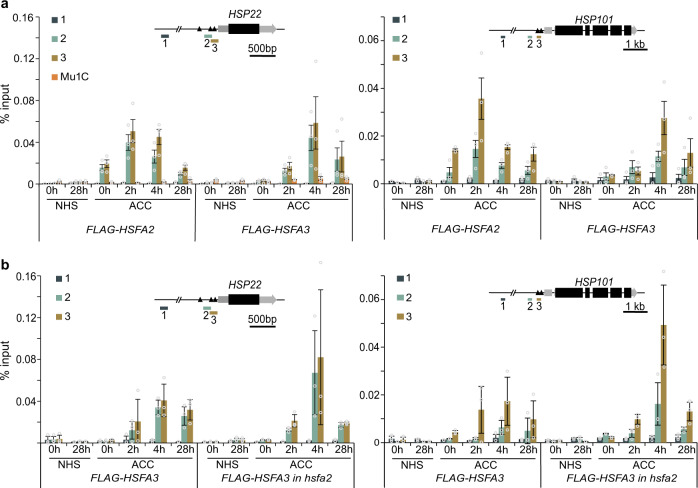
HSFA2 and HSFA3 bind to memory gene promoters directly and independently. **a** Occupancy of HSFA2 and HSFA3 as determined by ChIP-qPCR from *pHSFA2::FLAG-HSFA2* and *pHSFA3::FLAG-HSFA3*. **b** Occupancy of HSFA3 as determined by ChIP-qPCR from *pHSFA3::FLAG-HSFA3* in the wild type or *hsfa2* mutant background. Enrichment normalized to Input (Data are mean ± SD) from three independent experiments is shown for the HS memory gene *HSP22* and the non-memory gene *HSP101*. The transposon *Mu1c* is shown as a non HS-responsive locus. Time points are given in h after end of ACC treatment. For each locus one control amplicon situated approximately 3 kb upstream is shown alongside the amplicon covering heat shock elements (black triangles) in the promoter (inset gene models).

### HSFA3 binds target loci independently of HSFA2

Given the interaction between HSFA2 and HSFA3 we wondered whether binding of HSFA3 to the promoters of target genes depends on HSFA2. We thus performed time-course ChIP with FLAG-HSFA3 in the *hsfa2* background. Overall, the HSFA3 binding dynamics to *HSP22*, *HSP18.2*, *HSA32*, *APX2,* and *HSP101* were very similar to those in the wild type background (Fig. 8b, Supplementary Fig. 6b). This suggests that HSFA2 is not required to recruit HSFA3 to its target loci. Moreover, these findings indicate that the loss of HS memory in *hsfa2* is not due to concomitant loss of HSFA3 for transcriptional activation; rather, it reinforces the idea that alternative HSF complexes have differential capacity to activate HS memory.

### HSFA3 and HSFA2 jointly recruit histone H3K4 methylation

We previously found that *HSFA2* is required for sustained enrichment of H3K4 trimethylation (H3K4me3) at memory-related genes after HS^32^. In *hsfa2* mutants, H3K4me3 enrichment was strongly reduced but not completely abolished. To test the role of HSFA3 in sustained H3K4me3 enrichment, we analyzed H3K4me3 levels in the double mutant and either single mutant at 28 h and 52 h after ACC. Indeed, in either single mutant H3K4me3 enrichment after ACC was reduced to an intermediate level at *HSP22*; at *APX2*, HSFA3 was dispensable for H3K4me3 enrichment, however, at both loci H3K4me3 was more strongly reduced in the *hsfa2 hsfa3-1* double mutant (Fig. 9). In contrast, H3K4me3 enrichment at *HSP101* was not affected in either of the genotypes tested. Over all genotypes and assayed regions, histone H3 enrichment decreased after ACC (Supplementary Fig. 7), consistent with previous findings^24^. In summary, our findings suggest that HSFA2 and HSFA3, despite the strong phenotypes of the single mutants, show functional redundancy at the level of physiological HS memory, sustained memory-related gene activation, and hyper-methylation of H3K4me3.

**Fig. 9:**
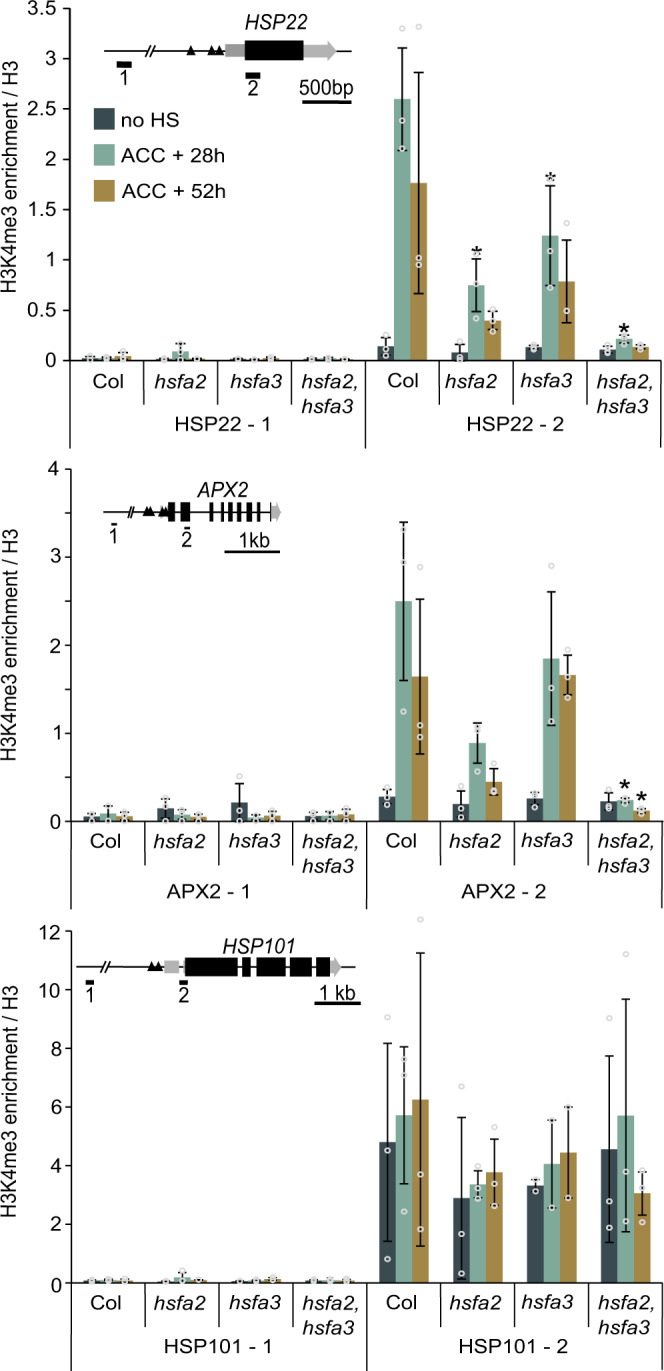
H3K4me3 deposition depends on HSFA2 and HSFA3. Enrichment of H3K4me3 over H3 for the HS memory genes *HSP22* and *APX2*, and the non-memory gene *HSP101* as determined by ChIP-qPCR from three independent experiments. For each locus one control amplicon situated approximately 3 kb upstream is shown alongside the amplicon covering the transcriptional start site (inset gene models). Time points are given in h after end of ACC treatment. Data are mean ± SD. Asterisks mark significant differences relative to Col (*p* < 0.05, unpaired two-sided t-test).

### HSFA2 and HSFA3 can substitute for each other

The strong phenotypes of the single mutants may be caused by partially non-overlapping expression domains or by sub-functionalization at the protein level. To discriminate between these possibilities, we performed complementation analyses with HSFA2 and HSFA3 proteins that were expressed under the control of the respective other promoter. We first expressed the *FLAG-HSFA3* coding region from the *pHSFA2* promoter, which is activated earlier after HS than *pHSFA3* (cf. Fig. 3a, b). This construct was able to partially complement the physiological HS memory phenotype of *hsfa2* (Fig. 10a, Supplementary Fig. 8a, d), suggesting that the HSFA3 protein can (partially) take over HSFA2 function, when supplied from the *HSFA2* promoter. The *pHSFA2::FLAG-HSFA3* construct also partially complemented the *hsfa3-1* mutant (Fig. 10a). We conversely asked whether the early induction of *HSFA2* is required for HS memory by expressing the complementing *HSFA2-YFP* coding region under the control of *pHSFA3*. Indeed, *pHSFA3*- and *pHSFA2*-driven *HSFA2-YFP*, respectively, rescued the *hsfa2* mutant phenotype in part (Fig. 10a). Finally, expression of *HSFA2-YFP* from *pHSFA3* was sufficient to restore HS-memory in *hsfa3-1*, suggesting that both proteins carry out the same function. In contrast, expressing *FLAG-HSFA1D* from the *pHSFA3* promoter failed to complement the *hsfa3-1* mutant (Supplementary Fig. 8e–g), indicating that HSFA2 and HSFA3 have a specialized protein function that is absent from HSFA1D.

**Fig. 10:**
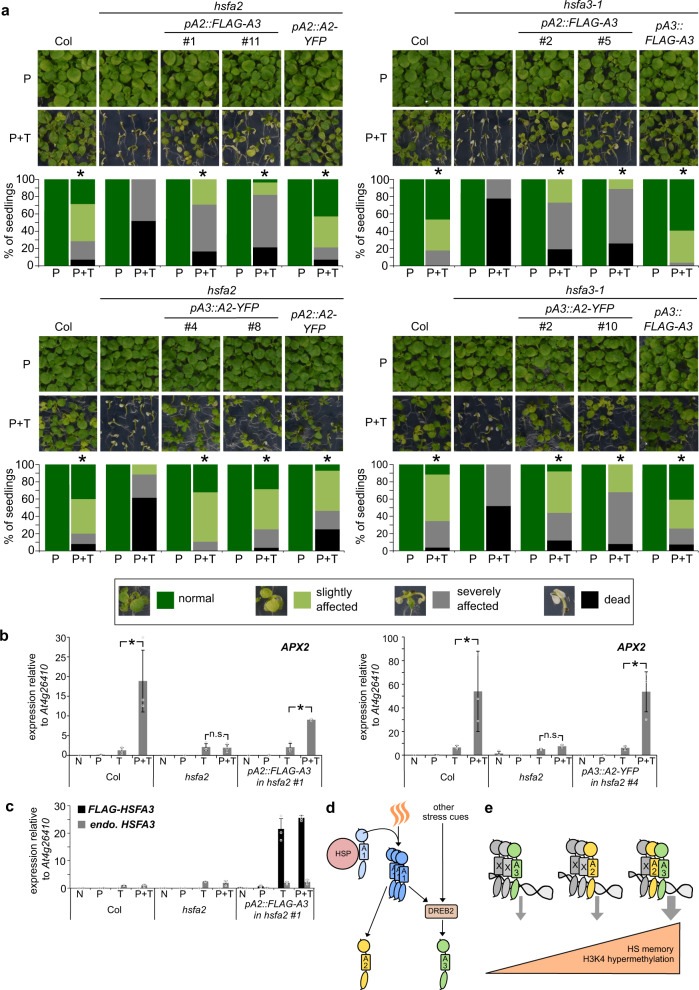
Promoter swapping indicates that HSFA2 and HSFA3 proteins carry out the same functions and working model. **a** *FLAG-HSFA3* expressed from the *HSFA2* promoter complements *hsfa2* and *hsfa3-1* mutants in HS memory assays. *HSFA2-YFP* expressed from the *HSFA3* promoter complements *hsfa2* and *hsfa3-1* mutants in HS memory assays. Asterisks mark significant differences to the mutant background (p < 0.05, Fisher’s exact test, *n* ≥ 24 seedlings for each timepoint and genotype). Phenotype categories used for quantification are indicated. **b**, **c** *pHSFA2::FLAG-HSFA3* and *pHSFA3::HSFA2-YFP* are each sufficient to rescue the type II memory defect of *hsfa2*. Relative transcript levels in enhanced re-induction experiments shown for the memory gene *APX2* (**b**) and endogenous HSFA3 or FLAG-HSFA3 (**c**) as measured by qRT-PCR. Samples were either not treated at all (N), only primed on d 4 (P), only triggered on d 7 (T) or primed on d 4 and triggered on d 7 (P + T). All samples were harvested at the end of the triggering HS (T) on d 7. Data are mean ± SD of three independent experiments. Asterisks mark significant differences for the indicated comparisons (p < 0.01, unpaired two-sided t-test). **d**, **e** Working model for HS memory regulation by HSFA2 and HSFA3. **d** Differential regulation of *HSFA2* and *HSFA3* fine-tunes HS responses and integrates different environmental cues. A priming HS activates HSFA1 proteins through the release from HSPs and formation of active trimers. Active HSFA1s promote the expression of *HSFA2* and *DREB2* genes. DREB2 in turn promotes the expression of *HSFA3*; since DREB2s are also induced and activated at the posttranslational level by other stress cues, this may serve to integrate different cues into the HS memory response through HSFA3. **e** Different HSF complexes containing HSFA2 and/or HSFA3 form after a priming HS. They vary in their capacity to activate HS memory. The most efficient HSF complex to promote HS memory contains both HSFA2 and HSFA3, while complexes with only one of the two proteins have a reduced capacity for the recruitment of H3K4 hyper-methylation and for HS memory.

*HSFA2* but not *HSFA3* is required for type II transcriptional memory after HS (Fig. 5). This is surprising in light of the above finding that both proteins appear to carry out the same functions. To further investigate this, we tested whether HSFA3 could substitute for HSFA2 regarding type II memory if expressed from *pHSFA2*. Introduction of *pHSFA2::FLAG-HSFA3* into *hsfa2* restored the enhanced re-induction of *APX2* after recurring HS, suggesting that *HSFA3* is able to mediate type II memory when supplied under the correct promoter (Fig. 10b, c). Conversely, *pHSFA3::HSFA2-YFP* rescued type II transcriptional memory defects of *APX2* in the *hsfa2* mutant. In summary, the promoter swapping experiments indicate that there is no clear qualitative difference between HSFA2 and HSFA3 protein functions. In the absence of HSFA2-HSFA3 heteromers, increased protein levels and correct timing of expression partially compensate for the missing partner.

## Discussion

Here, we identified *HSFA3* as an essential component of HS memory in *A. thaliana*. We show that HSFA3 is required for sustained induction of several HS memory-related genes through direct gene activation and recruitment of histone H3K4 hyper-methylation. Previously, only HSFA2 was implicated in HS memory. We demonstrate that HSFA3 binds to HSFA2 to form heteromeric complexes that are highly effective at promoting HS memory.

*HSFA2* and *HSFA3* show different expression dynamics and this may allow fine-tuning of HS (memory) responses according to the actual environmental conditions. HSFA2 is a direct target gene of HSFA1 and induced very rapidly after the onset of HS^22,30^. In contrast, HSFA1s or HSFA2 do not directly induce HSFA3 (Fig. 10d). Rather, HSFA3 is activated by DREB2A, which in turn is activated by HSFA1A, and the related DREB2B and DREB2C^30,37–39^. DREB2A and DREB2B are also induced by drought and high salinity stress, and DREB2A is in addition regulated at the posttranslational level^39,42,43^. Under our conditions, *HSFA3* expression is primarily induced during the recovery phase, which is in full agreement with its function during HS memory. HSFA3 and its presumed activator DREB2B were reported as the only two transcription factors specifically enriched in acclimated plants, but not by direct exposure to acute HS^37,44^. Another study reported *HSFA3* expression peaking after 10 h of continuous 37 °C treatment^38^. These studies provided inconclusive evidence regarding the functional involvement of HSFA3 in HS responses. Our finding that HSFA3 has a specific role in HS memory unifies these studies and assigns a clear function to HSFA3.

To further assess the significance of the different expression dynamics, we performed promoter swapping experiments. Both *HSFA2* and *HSFA3* rescued the other respective mutant when expressed from the corresponding promoter at least partially. While *HSFA3* was not required for enhanced re-induction after a second HS (type II memory), it was able to partially complement the type II memory defects of *hsfa2* when expressed from *pHSFA2*, suggesting that the early induction of *HSFA2* contributes to type II memory. Importantly, HSFA1D was not able to rescue the *hsfa3* mutant, indicating functional specialization at the protein level. Thus, HSFA2 and HSFA3 appear to have similar protein properties enabling them to recruit specific transcriptional co-activators or H3K4 methyltransferases, and these appear distinct from the remainder of the HSF family. It remains an open question whether this recruitment occurs through direct protein-protein interactions or through other proteins, e. g. components of the general transcriptional machinery. H3K4 methylation is deposited by the COMPASS complex and is required for efficient transcriptional elongation^45–48^. This is critical for transcriptional regulation in development and stress response in animals, where release of paused RNA Pol II into elongation is a limiting step^49,50^. Understanding the molecular basis for the memory-specific function of HSFA2 and HSFA3 will be an important goal of future work.

In yeast and animals, HSFs are present as trimers or hexamers (where two trimers combine), and a similar structure has been proposed for plant HSF complexes^18,20,34,35,51^. HSFA2 and HSFA3 associate with each other during the three days following a priming HS. HSFA3 binding to its target sites was independent of HSFA2, suggesting that it also forms functional complexes with other HSFs that may also be represented in the trimeric HSFA2/HSFA3/X complexes. We identified several HSFA1s (1 A, 1B, 1D) as well as HSFA7A, and HSFA6B as direct interactors of both HSFA2 and HSFA3. Indeed, we showed that binding partners of both memory HSFs in the absence of the respective other memory HSF contained the same HSFs that were found in the presence of the other memory HSF. This supports the notion that despite their overall promiscuity, only complexes that contain both HSFA2 and HSFA3 have full capacity to activate HS memory (Fig. 10e). If HSFs assemble in heteromeric trimers with varying components, these complexes may vary in their temporal regulation, co-activator activity and target specificity; they may serve to integrate responses to different environmental cues. Noteworthy, *HSFA3* responds to oxidative stress and both *HSFA2* and *HSFA3* are activated by excess light, while *HSFA6B* is activated by salt stress, osmotic stress and ABA^52–54^.

This work has started to unravel the in vivo complexity and dynamics of plant HSF complexes. HSFA2 and HSFA3 share a specific ability to recruit transcriptional co-activators and histone H3K4 methyltransferases during HS memory, which other HSFA proteins cannot do in their absence. HSFA2 and HSFA3 are found in heteromeric complexes together with additional HSFs, in particular HSFA1s. Maximal HS memory activation likely depends on the formation of heteromeric HSFA2/HSFA3/X trimers (Fig. 10e). The surprisingly strong single mutant phenotypes of *hsfa2* and *hsfa3* support this model; in the mutant backgrounds, trimers only contain a single memory HSF, resulting in much less efficient activation of transcriptional memory (Fig. 10e). The partial complementation of *hsfa2* single mutants by an additional copy of *HSFA3* and vice versa would then be due to a higher overall abundance of such less efficient, single-memory HSF-containing complexes. In summary, our work has begun to shed light on the composition and specialized functions of in vivo HSF complexes in *A. thaliana*, resulting in testable predictions about a super-memory HSF complex. Ultimately, understanding the function of HSF complexes in heat shock response and transcriptional memory at a detailed biochemical level will provide targets for engineering crop plants that are more resilient to temperature extremes.

## Methods

### Plant material and growth conditions

All *A. thaliana* lines used in this study are in the Col-0 background. The *pHSA32::HSA32-LUC*^24^ and *pHSFA2::HSFA2-YFP* lines^32^, the *hsfa2-1*^22^, *hsfa3-1* (Salk_011107)^38^, *dreb2a-1* (379F02 GABI-KAT)^39^ and *hsp101*^23^ mutants have been described. Seedlings were grown on GM medium (1% [w/v] glucose) under a 16 h/8 h light/dark cycle at 23/21 °C^23^. Primer sequences for genotyping are listed in Supplementary Table 4.

### HS treatments

4 d-old seedlings were exposed to 44 °C for 25–45 min to examine basal thermotolerance (bTT); to examine acquired thermotolerance (aTT) they were exposed to 37 °C for 1 h, 23 °C for 90 min and 44 °C for 160–250 min^23^. For HS memory assays, 4 d-old seedlings were primed with a two-step acclimation (ACC) protocol consisting of 37 °C for 1 h, 23 °C for 90 min and 44 °C for 45 min^23^. Primed seedlings were exposed to a triggering HS at 44 °C for 70–130 min on day 7 or 44 °C for 30–80 min on day 8–10.

### Construction of *HSFA3* complementation and promoter swap constructs

To obtain a genomic fragment containing the *HSFA3* gene as well as flanking regions until the borders of the neighboring genes, PCR with primers 2410 containing an *Asc*I site and 2418 containing a *Pac*I site was performed and the resulting product was subcloned into pJET1.2 (Thermo Fisher). After sequencing, the genomic *HSFA3* fragment was introduced using *Asc*I and *Pac*I into a *pGreenII* binary vector harboring a Norflurazone resistance (kindly provided by T. Laux). To obtain a FLAG-tagged version of *HSFA3* driven by the native promoter the promoter flanked by *Asc*I and *Age*I (primers 2410 and 2420) and *3xFLAG-HSFA3* flanked by *Age*I until the beginning of the downstream neighboring gene flanked by a *Pac*I-site (Primers 2417 and 2418) were amplified and the resulting fragments subcloned into pJET1.2. After sequencing, the two fragments were combined in pJET1.2 via *Age*I and *Pac*I and the final fragment introduced into *pGreenII* with Norflurazone resistance. In order to generate promoter swap constructs, either *pHSFA2* (primers 2624/2625), *HSFA2-YFP* (primers 2786/2787), or *3xFLAG-HSFA1D* (primers 2810/2811) were amplified, subcloned into *pJET1.2* and sequenced. *pHSFA2* replaced *pHSFA3* and *HSFA2-YFP* or *3xFLAG-HSFA1D* replaced *3xFLAG-HSFA3* in the *pHSFA3::3xFLAG-HSFA3* construct to obtain *pHSFA2::3xFLAG-HSFA3*, *pHSFA3::HSFA2-YFP* and *pHSFA3::3xFLAG-HSFA1D*. All constructs were introduced into the *GV3101* strain of *Agrobacterium tumefaciens* and transformed using the floral dip method^55^. Primer sequences are listed in Supplementary Table 4.

### RNA extraction and qRT-PCR

To examine sustained induction of gene expression, 4 d-old seedlings were exposed to an ACC treatment and samples were taken during the following 3 d as indicated. To study enhanced re-induction of memory genes, seedlings were treated for 1 h at 37 °C on day four and again on day six or day seven as indicated. Samples including non-treated controls were taken at the end of the last HS. RNA was extracted from seedlings using hot-phenol RNA extraction: frozen tissue was ground to a powder and resuspended in 500 µl homogenization buffer (100 mM Tris pH 8.0, 5 mM EDTA, 100 mM NaCl, 0.5% SDS), 250 µl phenol and 5 µl ß-mercaptoethanol and incubated for 15 min at 60 °C. 250 µl chloroform was added and samples were incubated for 15 min at 60 °C before spinning 10 min at 13000 rpm. 550 µl aqueous phase was transferred into a new tube containing 550 ul phenol:chloroform:isoamylalcohol (25:24:1), mixed and centrifuged as above. 500 µl aqueous phase was transferred into a new tube containing 50 µl 3 M sodium acetate and 400 µl isopropanol and precipitated at −80 °C. After 30 min of centrifugation at 4 °C and 13000 rpm, pellets were dried and resuspended in 500 µl H_2_O. 500 µl 4 M LiCl was added and RNA was precipitated overnight at 4 °C. RNA was pelleted, washed in 80% EtOH, dried, and resuspended in 40 µl H_2_O. For quantitative RT-PCR, total RNA was treated with TURBO DNA-free (Ambion) and reverse transcribed with SuperScript III (Invitrogen) according to manufacturers instructions. 0.1 μl cDNA was used per 10 μl QPCR reaction with GoTaq qPCR Master Mix (Promega) and LightCycler 480 (Roche)^23^. All data were normalized to the reference gene *At4g26410* ^56^ using the comparative CT method. Primers are listed in Supplementary Table 4.

### RNA-seq

For RNA-seq analysis, total RNA was extracted from Col-0, *hsfa2*, *hsfa3-1*, and *hsfa2, 3-1* seedlings with RNeasy Plant Mini kit (Qiagen). On-column DNase digest of RNA was performed with RNase-Free DNase (Qiagen). RNA quality control, library preparation, and sequencing were performed by BGI Genomics (http://www.bgi.com) with the DNBseq platform generating 2 × 150 bp paired-end sequencing reads. Three biological replicates were generated and analyzed per treatment and genotype. Reads were mapped against the *Arabidopsis thaliana* reference genome (TAIR10) using STAR^57^ version 2.5.1a. Quantification at gene level was done using STAR with the quantMode GeneCounts option. Differential gene expression analysis was done using the R (https://www.r-project.org) package DESeq2^58^. Only protein-coding genes were analyzed, transposable element genes were excluded. Col 1-1-1 up genes were defined as being induced above baseline non-heat stressed level (defined as log_2_(fold change)>1, *p* < 0.05) at 4 h, 28 h, and 52 h after ACC treatment. 156 such genes were identified in the Col-0 background. Col 1-0-0 up genes were defined as being induced above baseline non-heat stressed level (defined as log_2_(fold change)>1, *p* < 0.05) at 4 h after ACC treatment, but not at 28 h or 52 h after ACC treatment. 3225 such genes were identified in the Col-0 background. Genes were counted as “not upregulated in mutant” at 4 h, 28 h, or 52 h after ACC treatment relative to no-HS level when either one of the following conditions was met: log_2_(fold change)≤1 or log_2_(fold change)>1, *p* > 0.05. Data visualizations were done using the R package ggplot2 (https://ggplot2.tidyverse.org).

### Chromatin immunoprecipitation

All heat-treated samples were exposed to an ACC treatment, seedlings harvested at the indicated time points after ACC and cross‐linked under vacuum in ice‐cold MC buffer/ 1% (v/v) formaldehyde^59^ for 2 × 5 min for histone ChIP or 2 × 10 min for 3xFLAG-HSFA2 or 3xFLAG-HSFA3 ChIP. Chromatin was extracted as follows;^59^ frozen tissue was ground up and resuspended in 25 ml M1 buffer, washed five times in 5 ml M2 buffer, and once in 5 ml M3 buffer with centrifugation for 10 min, 1000 g for each washing step. The resulting chromatin pellet was taken up in 1 ml of sonication buffer (buffer recipes described in^59^). Chromatin was sonified using a Diagenode Bioruptor (17 cycles/30 sec on/off) on low-intensity settings. For histone ChIP, equal amounts of chromatin from the same preparation were immunoprecipitated at 4 °C overnight using antibodies against H3 (ab1791, Abcam) or H3K4me3 (ab8580, Abcam). For 3xFLAG-HSFA2/3-ChIP, chromatin was incubated with anti‐DYKDDDDK paramagnetic beads for 1 h at 4 °C and chromatin was recovered using a DYKDDDDK isolation kit (both Miltenyi Biotec). Immunoprecipitated DNA was quantified by qPCR (LightCycler480, Roche).

### Yeast-two-hybrid analysis

*HSFA2* and *HSFA3* full and truncated (without AHA domains) coding regions were amplified and inserted into pGBKT7 and pGADT7 (Clontech), through either Gateway® technology (Invitrogen) or restriction enzyme (*BamH*I and *EcoR*I) digestion. Yeast cultures (MaV203 strain) were grown at 28 °C on Yeast Peptone Dextrose (YPD) or Synthetic Dextrose (SD) media supplemented with selective Drop-out (DO) aminoacid mixtures. Double transformation with both pGBKT7 (bait) and pGADT7 (prey) constructs was performed according to standard protocols. Transformants were selected on SD medium supplemented with DO–Trp–Leu (SD–WL) and protein interaction was analyzed by growth on SD medium supplemented with DO–Trp–Leu–His (SD–WLH) and 50 mM 3-Amino-1,2,4-triazole (3-AT).

### Co-IP, immunoblotting, and mass spectrometry

Total native protein complexes were isolated from 1 g of seedlings in 4 ml of Extraction buffer (50 mM Tris–HCl pH7.5, 150 mM NaCl, 2% Triton X-100, 1 Tablet complete mini Protease inhibitor cocktail (Roche)/25 ml) and centrifuged 4 times at 4 °C and maximum speed for 10 min. 100 µl input was taken from the supernatant and 2 ml protein extract were incubated with 50 µl of α‐DYKDDDDK paramagnetic beads for 1.5 h at 4 °C. Protein complexes were recovered using a DYKDDDDK isolation kit (Miltenyi Biotec) and 3 washes with wash buffer (50 mM Tris–HCl pH7.5, 150 mM NaCl, 0.1% Triton X-100, 1 Tablet complete mini Protease inhibitor cocktail (Roche) /25 ml). For mass spectrometry, 3 more washes with 20 mM Tris–HCl were performed. Proteins were eluted in 50 µl 8 M urea and used for immunoblotting^32^ with anti‐GFP (ab290, Abcam, 1:2000), anti‐FLAG (M2, F1804, Sigma, 1:2500), anti H3 (ab1791, abcam, 1:5000) or anti‐Tubulin (T5168, Sigma, 1:4000) antibodies. For mass spectrometry, eluates were further processed as described^24^. Briefly, eluates were diluted and digested with Trypsin (Fig. 7) or Trypsin/Lys-C Mix (Supplementary Table 3, Promega). Peptides were desalted, lyophilized and re-suspended in 20 μl 3% (v/v) acetonitrile, 0.1% (v/v) formic acid. Measurements were performed on a Q Exactive Plus Orbitrap mass spectrometer coupled with an Easy nLC1000 HPLC (Thermo Fisher Scientific, Fig. 7) a Q Exactive HF (Thermo Fisher Scientific) mass spectrometer coupled with an Aquity M class UPLC (Waters, Supplementary Table 3).

### In vitro pulldown assay

Coding sequences of HSFA proteins were inserted into the pIX-HALO expression vector by Gateway cloning. Primers are listed in Supplementary Table 4. For HSFA2 and HSFA3, the Halo tag was replaced by a 3xFLAG tag to yield pIX-FLAG expression vectors. For each pulldown reaction, 500 ng of each plasmid were mixed and transcription and translation were carried out in TNT wheat germ expression kits (Promega) according to manufacturer’s instructions. Proteins were incubated overnight with Magne HaloTag beads (Promega), washed three times in PBS/ 0.1% NP-40, and eluted in SDS loading buffer. Samples were analyzed by SDS-page and immunoblotting using anti-FLAG (M2, F1804, Sigma, 1:2500) and monoclonal anti-Halo (G9211, Promega, 1:2000) antibodies.

### Promoter analysis

The sequences for HSFA2 and HSFA3 promoters were analyzed using JASPAR^60^. The profiles for Arabidopsis HSF (MA1664.1, MA1665.1, MA1666.1, MA1667.1) and DREB2 (MA0986.1, MA1258.1) binding sites were selected for promoter analysis and analyzed with standard settings (profile score threshold 80%).

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Descriptions of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

RNA sequencing data have been deposited at NCBI GEO under accession number GSE162434. All raw data underlying the individual figures are provided as Supplementary Data. The plant materials generated and analyzed during the current study are available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Heteromeric HSFA2/HSFA3 complexes drive transcriptional memory after heat stress in Arabidopsis
**Source:** Nat Commun. 2021 Jun 8;12:3426. doi: 10.1038/s41467-021-23786-6
**Supplement:** Supplementary file 2 — Descriptions of Additional Supplementary Files

## Descriptions of Additional Supplementary Files

### **Supplementary data 1**

**Description:** Log2 fold change relative to no-HS expression of 1-0-0 up (Col) and 1-1-1 up (Col) genes in Col, hsfa2, hsfa3-1, hsfa2 hsfa3-1.

# Supplementary material for: Heteromeric HSFA2/HSFA3 complexes drive transcriptional memory after heat stress in Arabidopsis
**Source:** Nat Commun. 2021 Jun 8;12:3426. doi: 10.1038/s41467-021-23786-6
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection no software was used for data collection

Data analysis STAR version 2.5.1a; DESeq2 version 1.22.2; ggplot2; R version 3.5.2

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data are available at NCBI SRA under accession number GSE162434. All raw data underlying the individual figures are provided as Supplementary Data. A reporting summary for this Article is available as a Supplementary Information file. The plant materials generated and analyzed during the current study are available from the corresponding author upon request. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was chosen on the basis of prior studies that showed significant effects with similar samples sizes (see for example Stief et al., 2014 Plant Cell, Brezinka et al., 2016 elife; Lämke et al., 2016 EMBO J). |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                     |
| Replication     | All attempts at replication were successful.                                                                                                                                                                                 |
| Randomization   | Sample allocation into groups was random.                                                                                                                                                                                    |
| Blinding        | The investigators were not blinded.                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-H3 (ab1791, Abcam), anti-H3K4me3 (ab8580, Abcam); anti-GFP (ab290, abcam), anti-FLAG (M2, F1804, Sigma), anti-Tubulin (T5168, Sigma), anti-Halo (G9211; monoclonal, Promega) |
| Validation      | The antibodies were validated by the suppliers. Where possible, negative controls with samples lacking the antigen were included for validation.                                  |

How the deposited data were processed for this re-analysis (not part of the article)

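The RNA-seq data cover seedlings of Col, *hsfa2*, *hsfa3-1* and *hsfa2 hsfa3-1* without HS and at 4 h, 28 h and 52 h after ACC, with 3 biological replicates in each of the 16 groups, 48 libraries in all. The authors sequenced the libraries as paired reads, aligned them to TAIR10 with STAR and deposited for each library the count of read pairs per gene from STAR's gene counting, with no normalization. The paper's text does not name the strand column that was kept, so genes that overlap another gene are reported as uncertain. The paper's methods describe the authors' test with DESeq2 on protein-coding genes, a log2 fold change threshold of 1 and a p threshold of 0.05, and the same thresholds were used here with the adjusted p.

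The deposited counts list 33323 genes, of which 32835 matched the gene table of the TAIR10.1 assembly by locus. That table was used for gene types, for names and for which genes overlap, and because the authors used TAIR10 only the chromosome of a gene is given. The 488 genes without a match and the genes of other types were left out, which left 26712 protein-coding genes, the class the paper analysed. All genes in the files were used in an alternative.

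Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 16 groups, which left 21107, and library sizes were normalized by TMM. A quasi-likelihood model with a coefficient per group was fitted to all libraries, with 32 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method within each contrast. There were 12 induction contrasts, each a time point against no HS in the same genotype, and 9 interaction contrasts, each the induction in a mutant minus that in Col. The double mutant was also compared with each single mutant, tested for departure from the sum of the single-mutant effects, and compared with Col without HS. Every adjusted p in the text comes from these tests unless another tool is named. The standard errors of log2 fold changes were derived from the same tests. Each is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic, and is not a separate estimate of spread. CPM values use the TMM-normalized library sizes, and log2 values per library have a prior count of 2. Memory genes are the 1-1-1 up genes of Col, and early genes are its 1-0-0 up genes. Shares over genes are given with 95% Wilson intervals.

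Depth per library ranged from 27561060 to 33861060 read pairs on protein-coding genes. The smallest level this can show, taken as 3 counts, lies between 0.0834 and 0.115 CPM, and a fold against a group at or below this floor is given as a lower bound.

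The replicate numbers come from the sample labels. Libraries of the same number deviated from their group means together, and results with the replicate number as a block are given beside the results without it. The paper's methods name no block.

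The genes named in the text were chosen by a rule. It takes every gene the paper names in its RNA-seq, qRT-PCR and ChIP results that a table pairs with a locus, the 5 memory genes with the largest fall in the double mutant at 52 h among those with an adjusted p below 0.05 for the interaction and no overlap between the libraries of the double mutant and Col, up to 5 memory genes with a log2 fold change higher by at least 1 in a mutant, the 3 early genes with the largest fall and the 3 with the largest rise in the double mutant at 4 h with an adjusted p below 0.05, and 9 clock genes. Genes that differ from Col without HS were named after their values were seen.

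The alternatives chosen before the data were examined were DESeq2 1.42.0 with and without shrunken log2 fold changes, DESeq2's size factors in edgeR, no filter, a stricter filter, each genotype fitted on its own samples, all genes in the files, each replicate number left out, the replicate block, unadjusted p, an adjusted p below 0.01, and the log2 fold change threshold alone. Memory and early genes were defined anew under each of them. A block with the numbers 2 and 3 exchanged in Col at 28 h, the comparison of levels at the same time point, the change of the loss between time points and the share computed from a constant loss were added after the data had been seen. limma 3.58.1 is used by edgeR.

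The tests were checked on simulated data with 200 changed genes among 20564. Of 100 genes simulated as memory genes, edgeR called 99, and it called 51 losses of induction, of which 49 were among the 50 simulated. DESeq2, run on 21107 genes, called 99 and 53, of which 49 were right, and with shrunken log2 fold changes 90 and 52, of which 49 were right. The simulated losses were complete and in the double mutant at 28 h only, and no replicate effect was simulated. EdgeR found a median log2 induction of 2.99 for the simulated memory genes in Col at 28 h. In the data, the median loss in the double mutant at 28 h was −1.18. The check therefore does not give the power for losses of the size seen in the data.

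The ChIP, qRT-PCR and physiological experiments have no values here and were not analysed. The part of Supplementary Data 1 that was used lists 1672 early genes.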

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

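Chosen only after the result was seen were the tests of the clock genes, of library size between groups, and of a variant, of adding effects and of overlapping genes for the genes that differ without HS, and also the change of the loss between 4 h and 52 h itself.

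The loss of induction in the double mutant changed between 4 h and 52 h after ACC for some memory genes, by a test of the difference itself. The loss was larger at 52 h for 17 genes and smaller for 11, at an adjusted p below 0.05 from edgeR's quasi-likelihood test, and the median change over the memory genes was −0.35 on the log2 scale, with 64.7% of the genes below 0. With the replicate block on the same genes, 19 and 16 genes were called. With DESeq2's size factors in place of TMM the number with a larger loss was 17. Both methods assume that most genes do not change, and a normalization without this assumption was not tried. Without replicate 1, whose libraries deviate from the others, it was 19, and the smaller losses numbered 8. Without replicate 2 the numbers were 10 and 9, and without replicate 3 they were 8 and 1. Over all genes tested, the balance was the other way, with the difference from Col lower at 52 h than at 4 h for 67 genes and higher for 593, of which 11 and 313 were early genes. Of the 10 splits of the 6 libraries at each time point into groups of 3, 1, the real one, gave as many genes whose loss differs in the double mutant, with 30 genes in the refit of these libraries and a median of 0 in the other splits, and the same holds for *hsfa2* and *hsfa3-1*, with 1 of 10 each. Of the 4 splits that part as many same-numbered pairs, the real one was the only one with as many. With 3 libraries against 3 the share of splits cannot be below 0.1, so the share alone cannot tell a split by chance from the genotype. The other 6 splits each keep a larger number of same-numbered libraries together. A change of the loss during recovery that goes in both directions among the memory genes is a hypothesis, found and tested on the same libraries.

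Genes lowered in Col at 4 h, 28 h and 52 h after ACC (1-1-1 down) numbered 224, a group the paper does not discuss. With the replicate block there were 353, and without replicate 3 there were 85. Among 100 ways to assign the 4 treatment labels to the 12 Col libraries, each exchanging labels within a replicate number, 3 gave as many 1-1-1 down genes, the real one included. All 3 kept the 4-h libraries under a single label, as 11 of the draws did. With DESeq2's size factors there were 233, and a normalization that does not assume most genes to be unchanged was not tried. Each Col library without HS held fewer read pairs than each Col library at 52 h, in 9 of 9 pairs. At 28 h, however, the libraries of replicates 1 and 3 held fewer, 29717072 and 29741283, than each library without HS, so that a difference in library size in a single direction does not run through the 3 time points at which these genes were lowered. The labels do not give the time of day of the harvest. The median absolute log2 fold change of 9 clock genes in Col at 52 h lay at percentile 98.7 of 10000 random lists of genes matched on expression, at percentile 91.5 at 28 h and at percentile 100 at 4 h. A difference in time of day between the libraries without HS and those at 52 h is therefore a candidate explanation for part of these genes, as is an effect of the heat treatment on the clock genes, and these data do not separate them. Seedling age is not separated from the treatment either, because all time points share a single group without HS. Of the 1-1-1 down genes, 4 had a higher log2 fold change in the double mutant than in Col at 28 h, at an adjusted p below 0.05 from edgeR's quasi-likelihood test.

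Without HS, 4 genes differed from Col in all 3 mutants, at an adjusted p below 0.05 from edgeR's quasi-likelihood test, and lie outside the genes that the paper discusses. They are named here after their values were seen. *UBQ14* (AT4G02890, chromosome 4) was higher by a log2 fold change of 2.94 in *hsfa2*, 2.96 in *hsfa3-1* and 2.95 in the double mutant, and is uncertain because polyubiquitin genes can share reads. *GALS3* (AT4G20170, chromosome 4) was higher by 0.83, 0.81 and 0.81. *HEI10* (AT1G53490, chromosome 1) was lower, with −1.34, −1.38 and −1.24. *MRD1* (AT1G53480, chromosome 1) was at the floor in the mutants and at least 6.09-fold, 6.84-fold and 6.86-fold lower than in Col. For all 4 genes the difference kept its sign at 4 h, 28 h and 52 h in the 3 mutants, which is what a variant in the Col line or one shared by the mutant lines may give. The double mutant was nearer to the sum of the single-mutant effects than to their mean for 0 of the 4 genes. *MRD1* was at the floor in each mutant and could not have reached the sum, so that only the other 3 genes speak against effects of both mutations that add up. Of the 4 genes, 3 overlap another annotated gene, *GALS3* being the exception, so that for these 3 the difference cannot be told apart from reads of the overlapping gene. *MRD1* and *HEI10*, both lower in the mutants, overlap each other and do not count as independent genes. In each mutant, 1 of the 10 splits of the libraries without HS gave as many genes that differ, the real one, and this share cannot be below 0.1. In these refits of 6 libraries, the real split gave 1 gene in *hsfa2*, 1 in *hsfa3-1* and 4 in the double mutant, so that most of the 4 genes were called in the single mutants only in the fit of all libraries. Which line carries a variant was not tested, and apart from effects that add up no biological explanation was tested for these genes.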

How the results depend on the processing

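The tests that were chosen only after a result was seen are the block with exchanged replicate numbers, the comparison of levels at the same time point and the change of the loss between 4 h and 52 h. Of the 120 counts and shares reported, each was computed again under the alternatives that apply to it, with the memory and early genes defined anew. A count is called moved when it differed by more than 1.5 times, and a share when it left its 95% Wilson interval. In what follows, each value under an alternative is followed in parentheses by the value reported at the claims, and values that did not move are given as numbers of results. Where an interaction test gave 0 genes, the count at an unadjusted p below 0.05 is in the paragraph on unadjusted p. The cause of a change was not tested. Under each alternative that gives these shares, the share of memory genes not induced rose from 4 h to 28 h and to 52 h in each mutant, and at each time point it was highest in the double mutant. The share of early genes not induced was also highest in the double mutant, except without replicate 1, where it was 20.8% in the double mutant and 22.3% in *hsfa2*.

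DESeq2 in place of edgeR moved 29 of 120 results, and the other 91 did not move. Differences in log2 fold change of at least 1 were found for 0 (1) memory genes higher in *hsfa2* at 28 h, 1 (0) memory genes higher in *hsfa3-1* at 28 h and 1 (2) memory genes higher in the double mutant at 52 h. Among all genes, induction different from Col was called for 29 (18) higher in *hsfa2* at 4 h, 155 (93) lower in *hsfa3-1* at 4 h, 5 (3) higher in *hsfa3-1* at 4 h, 142 (31) lower in *hsfa2* at 28 h, 35 (2) higher in *hsfa2* at 28 h, 8 (0) lower in *hsfa3-1* at 28 h, 6 (0) higher in *hsfa3-1* at 28 h, 335 (205) lower in the double mutant at 28 h, 180 (54) higher in the double mutant at 28 h, 15 (3) lower in *hsfa2* at 52 h, 1 (0) lower in *hsfa3-1* at 52 h, 40 (24) lower in the double mutant at 52 h and 2 (1) higher in the double mutant at 52 h. Interactions within the gene groups were called for 10 (5) memory genes lower in *hsfa3-1* at 4 h, 17 (6) memory genes lower in *hsfa2* at 28 h, 2 (0) memory genes lower in *hsfa3-1* at 28 h, 14 (3) memory genes lower in *hsfa2* at 52 h, 1 (0) memory genes lower in *hsfa3-1* at 52 h, 28 (15) memory genes lower in the double mutant at 52 h and 97 (62) early genes lower in *hsfa3-1* at 4 h. The loss differed between 52 h and 4 h for 8 (5) memory genes with a larger loss in *hsfa2* and 2 (1) memory genes with a smaller loss in *hsfa3-1*. Lower induction in the double mutant was called for 3 (0) memory genes than in *hsfa2* at 28 h, 5 (3) memory genes than in *hsfa3-1* at 28 h and 3 (0) memory genes than in *hsfa3-1* at 52 h. A non-additive loss was called for 1 (0) memory genes over the 3 time points.

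Shrunken log2 fold changes from DESeq2 moved 40 of 120 results, and the other 80 did not move. The percentages of early genes not induced at 4 h were 21.8% (20.1%) in *hsfa2* and 23.9% (22.3%) in the double mutant. Genes without induction were 12 (20) memory genes in all 3 mutants at 4 h and 11 (17) memory genes in the double mutant alone at 52 h. With a log2 fold change different by at least 1 there were 0 (1) memory genes higher in *hsfa2* at 4 h, 34 (55) memory genes lower in *hsfa3-1* at 4 h, 0 (1) memory genes higher in *hsfa3-1* at 4 h, 1 (2) memory genes higher in the double mutant at 4 h, 0 (1) memory genes higher in *hsfa2* at 28 h, 1 (3) memory genes higher in the double mutant at 28 h, 0 (1) memory genes higher in *hsfa2* at 52 h, 1 (2) memory genes higher in the double mutant at 52 h, 2 (6) memory genes higher in any mutant at any time point, 16 (51) early genes higher in *hsfa2* at 4 h, 10 (34) early genes higher in *hsfa3-1* at 4 h and 21 (43) early genes higher in the double mutant at 4 h. Interactions over all genes numbered 28 (18) higher in *hsfa2* at 4 h, 155 (93) lower in *hsfa3-1* at 4 h, 6 (3) higher in *hsfa3-1* at 4 h, 142 (31) lower in *hsfa2* at 28 h, 35 (2) higher in *hsfa2* at 28 h, 12 (0) lower in *hsfa3-1* at 28 h, 338 (205) lower in the double mutant at 28 h, 174 (54) higher in the double mutant at 28 h, 15 (3) lower in *hsfa2* at 52 h, 1 (0) lower in *hsfa3-1* at 52 h, 39 (24) lower in the double mutant at 52 h and 2 (1) higher in the double mutant at 52 h. In the gene groups, interactions were called for 16 (6) memory genes lower in *hsfa2* at 28 h, 5 (0) memory genes lower in *hsfa3-1* at 28 h, 14 (3) memory genes lower in *hsfa2* at 52 h, 1 (0) memory genes lower in *hsfa3-1* at 52 h, 27 (15) memory genes lower in the double mutant at 52 h and 97 (62) early genes lower in *hsfa3-1* at 4 h. Losses that differed between 52 h and 4 h numbered 0 (1) memory genes with a larger loss in *hsfa3-1* and 2 (1) memory genes with a smaller loss in *hsfa3-1*. The double mutant had lower induction for 11 (7) memory genes than in *hsfa3-1* at 4 h, 5 (0) memory genes than in *hsfa2* at 28 h, 6 (3) memory genes than in *hsfa3-1* at 28 h and 3 (0) memory genes than in *hsfa3-1* at 52 h.

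DESeq2's size factors in edgeR moved 5 of 120 results, and the other 115 did not move. A log2 fold change different from Col by at least 1 was found for 1 (0) memory genes higher in *hsfa3-1* at 28 h. Over all genes tested, those with an interaction numbered 1 (3) higher in *hsfa3-1* at 4 h, 16 (31) lower in *hsfa2* at 28 h and 0 (2) higher in *hsfa2* at 28 h. Between 52 h and 4 h, the loss differed for 2 (1) memory genes with a smaller loss in *hsfa3-1*.

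Testing without the filter on low counts moved 14 of 120 results, and the other 106 did not move. Early genes not induced at 4 h made up 22.3% (20.1%) in *hsfa2*, 21.3% (19.5%) in *hsfa3-1* and 24.1% (22.3%) in the double mutant. Differences in log2 fold change of at least 1 were found for 0 (1) memory genes higher in *hsfa3-1* at 4 h, 1 (2) memory genes higher in the double mutant at 4 h, 1 (2) memory genes higher in the double mutant at 52 h, 300 (193) early genes lower in *hsfa2* at 4 h, 180 (90) early genes lower in *hsfa3-1* at 4 h and 56 (34) early genes higher in *hsfa3-1* at 4 h. Among all genes, induction different from Col was called for 16 (31) lower in *hsfa2* at 28 h, 0 (2) higher in *hsfa2* at 28 h and 31 (54) higher in the double mutant at 28 h. Interactions within the gene groups were called for 3 (5) memory genes lower in *hsfa3-1* at 4 h. The loss differed between 52 h and 4 h for 2 (1) memory genes with a smaller loss in *hsfa3-1*.

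The stricter filter moved 1 of 120 results, and the other 119 did not move. Losses that differed between 52 h and 4 h numbered 2 (1) memory genes with a smaller loss in *hsfa3-1*.

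Fitting each genotype on its own samples moved 9 of 70 results, and the other 61 did not move. There were as induced genes 245 (369) in *hsfa3-1* at 52 h. In percent, the early genes not induced at 4 h were 21.7% (20.1%) in *hsfa2*. In percent, the 1-1-1 up genes of a mutant not induced in Col at 52 h were 33.3% (46.97%) for the double mutant. Loss of induction was found for 9 (14) memory genes in the double mutant alone at 4 h and 9 (17) memory genes in the double mutant alone at 52 h. A log2 fold change different from Col by at least 1 was found for 0 (1) memory genes higher in *hsfa3-1* at 4 h, 1 (2) memory genes higher in the double mutant at 52 h, 31 (51) early genes higher in *hsfa2* at 4 h and 21 (34) early genes higher in *hsfa3-1* at 4 h.

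Testing all genes in the files moved 10 of 120 results, and the other 110 did not move. Differences in log2 fold change of at least 1 were found for 2 (1) memory genes higher in *hsfa2* at 4 h, 2 (1) memory genes higher in *hsfa3-1* at 4 h, 2 (1) memory genes higher in *hsfa2* at 28 h, 1 (0) memory genes higher in *hsfa3-1* at 28 h, 2 (1) memory genes higher in *hsfa2* at 52 h, 1 (0) memory genes higher in *hsfa3-1* at 52 h and 1 (2) memory genes higher in the double mutant at 52 h. Among all genes, induction different from Col was called for 19 (31) lower in *hsfa2* at 28 h. The loss differed between 52 h and 4 h for 2 (1) memory genes with a smaller loss in *hsfa3-1*. Without HS, genes that differed from Col numbered 10 (6) in *hsfa3-1*.

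The replicate block moved 37 of 120 results, and the other 83 did not move. The patterns held 353 (224) genes 1-1-1 down in Col. With a log2 fold change different by at least 1 there were 3 (1) memory genes higher in *hsfa2* at 4 h, 2 (1) memory genes higher in *hsfa3-1* at 4 h, 1 (0) memory genes higher in *hsfa3-1* at 28 h, 2 (1) memory genes higher in *hsfa2* at 52 h and 1 (0) memory genes higher in *hsfa3-1* at 52 h. Interactions over all genes numbered 47 (18) higher in *hsfa2* at 4 h, 211 (93) lower in *hsfa3-1* at 4 h, 7 (3) higher in *hsfa3-1* at 4 h, 192 (97) higher in the double mutant at 4 h, 449 (31) lower in *hsfa2* at 28 h, 57 (2) higher in *hsfa2* at 28 h, 14 (0) lower in *hsfa3-1* at 28 h, 1 (0) higher in *hsfa3-1* at 28 h, 535 (205) lower in the double mutant at 28 h, 228 (54) higher in the double mutant at 28 h, 17 (3) lower in *hsfa2* at 52 h, 1 (0) lower in *hsfa3-1* at 52 h, 42 (24) lower in the double mutant at 52 h and 3 (1) higher in the double mutant at 52 h. In the gene groups, interactions were called for 15 (5) memory genes lower in *hsfa3-1* at 4 h, 55 (34) memory genes lower in the double mutant at 4 h, 35 (6) memory genes lower in *hsfa2* at 28 h, 6 (0) memory genes lower in *hsfa3-1* at 28 h, 61 (40) memory genes lower in the double mutant at 28 h, 14 (3) memory genes lower in *hsfa2* at 52 h, 24 (15) memory genes lower in the double mutant at 52 h, 127 (62) early genes lower in *hsfa3-1* at 4 h and 22 (12) early genes higher in the double mutant at 4 h. Losses that differed between 52 h and 4 h numbered 14 (5) memory genes with a larger loss in *hsfa2*, 13 (7) memory genes with a smaller loss in *hsfa2*, 3 (1) memory genes with a smaller loss in *hsfa3-1* and 19 (11) memory genes with a smaller loss in the double mutant. The double mutant had lower induction for 12 (7) memory genes than in *hsfa3-1* at 4 h, 2 (0) memory genes than in *hsfa2* at 28 h, 9 (3) memory genes than in *hsfa3-1* at 28 h and 4 (0) memory genes than in *hsfa3-1* at 52 h.

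The replicate block with the numbers 2 and 3 exchanged in Col at 28 h, chosen after the pairing was seen, moved 38 of 120 results, and the other 82 did not move. By pattern there were 384 (224) genes 1-1-1 down in Col and 102 (66) genes 1-1-1 up in the double mutant. A log2 fold change different from Col by at least 1 was found for 3 (1) memory genes higher in *hsfa2* at 4 h, 2 (1) memory genes higher in *hsfa3-1* at 4 h, 1 (0) memory genes higher in *hsfa3-1* at 28 h, 2 (1) memory genes higher in *hsfa2* at 52 h and 1 (0) memory genes higher in *hsfa3-1* at 52 h. Over all genes tested, those with an interaction numbered 63 (18) higher in *hsfa2* at 4 h, 224 (93) lower in *hsfa3-1* at 4 h, 10 (3) higher in *hsfa3-1* at 4 h, 222 (97) higher in the double mutant at 4 h, 496 (31) lower in *hsfa2* at 28 h, 80 (2) higher in *hsfa2* at 28 h, 15 (0) lower in *hsfa3-1* at 28 h, 582 (205) lower in the double mutant at 28 h, 286 (54) higher in the double mutant at 28 h, 16 (3) lower in *hsfa2* at 52 h, 1 (0) lower in *hsfa3-1* at 52 h, 41 (24) lower in the double mutant at 52 h and 3 (1) higher in the double mutant at 52 h. Within the groups, induction different from Col was called for 15 (5) memory genes lower in *hsfa3-1* at 4 h, 56 (34) memory genes lower in the double mutant at 4 h, 36 (6) memory genes lower in *hsfa2* at 28 h, 7 (0) memory genes lower in *hsfa3-1* at 28 h, 61 (40) memory genes lower in the double mutant at 28 h, 13 (3) memory genes lower in *hsfa2* at 52 h, 24 (15) memory genes lower in the double mutant at 52 h, 12 (7) early genes higher in *hsfa2* at 4 h, 136 (62) early genes lower in *hsfa3-1* at 4 h and 25 (12) early genes higher in the double mutant at 4 h. Between 52 h and 4 h, the loss differed for 15 (5) memory genes with a larger loss in *hsfa2*, 13 (7) memory genes with a smaller loss in *hsfa2*, 3 (1) memory genes with a smaller loss in *hsfa3-1* and 19 (11) memory genes with a smaller loss in the double mutant. In the double mutant, induction was lower for 12 (7) memory genes than in *hsfa3-1* at 4 h, 3 (0) memory genes than in *hsfa2* at 28 h, 10 (3) memory genes than in *hsfa3-1* at 28 h and 4 (0) memory genes than in *hsfa3-1* at 52 h.

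Unadjusted p below 0.05 moved 65 of 120 results, and the other 55 did not move. Induced genes numbered 566 (369) in *hsfa3-1* at 52 h and 536 (349) in the double mutant at 52 h. Genes by pattern numbered 129 (70) genes 1-1-1 up in *hsfa2*, 129 (81) genes 1-1-1 up in *hsfa3-1* and 124 (66) genes 1-1-1 up in the double mutant. Memory genes not induced made up 52.97% (61.1%) in *hsfa2* at 52 h and 63.9% (73.7%) in the double mutant at 52 h. Differences in log2 fold change of at least 1 were found for 5 (1) memory genes higher in *hsfa2* at 4 h, 2 (1) memory genes higher in *hsfa3-1* at 4 h, 4 (2) memory genes higher in the double mutant at 4 h, 3 (1) memory genes higher in *hsfa2* at 28 h, 1 (0) memory genes higher in *hsfa3-1* at 28 h, 4 (1) memory genes higher in *hsfa2* at 52 h, 1 (0) memory genes higher in *hsfa3-1* at 52 h and 12 (6) memory genes higher in any mutant at any time point. Among all genes, induction different from Col was called for 1375 (533) lower in *hsfa2* at 4 h, 456 (18) higher in *hsfa2* at 4 h, 934 (93) lower in *hsfa3-1* at 4 h, 273 (3) higher in *hsfa3-1* at 4 h, 1652 (828) lower in the double mutant at 4 h, 840 (97) higher in the double mutant at 4 h, 1735 (31) lower in *hsfa2* at 28 h, 863 (2) higher in *hsfa2* at 28 h, 1045 (0) lower in *hsfa3-1* at 28 h, 539 (0) higher in *hsfa3-1* at 28 h, 1773 (205) lower in the double mutant at 28 h, 1169 (54) higher in the double mutant at 28 h, 374 (3) lower in *hsfa2* at 52 h, 139 (0) higher in *hsfa2* at 52 h, 226 (0) lower in *hsfa3-1* at 52 h, 96 (0) higher in *hsfa3-1* at 52 h, 314 (24) lower in the double mutant at 52 h and 148 (1) higher in the double mutant at 52 h. Interactions within the gene groups were called for 64 (25) memory genes lower in *hsfa2* at 4 h, 48 (5) memory genes lower in *hsfa3-1* at 4 h, 77 (34) memory genes lower in the double mutant at 4 h, 77 (6) memory genes lower in *hsfa2* at 28 h, 64 (0) memory genes lower in *hsfa3-1* at 28 h, 100 (40) memory genes lower in the double mutant at 28 h, 66 (3) memory genes lower in *hsfa2* at 52 h, 58 (0) memory genes lower in *hsfa3-1* at 52 h, 80 (15) memory genes lower in the double mutant at 52 h, 561 (291) early genes lower in *hsfa2* at 4 h, 56 (7) early genes higher in *hsfa2* at 4 h, 437 (62) early genes lower in *hsfa3-1* at 4 h, 11 (0) early genes higher in *hsfa3-1* at 4 h, 645 (414) early genes lower in the double mutant at 4 h, 79 (12) early genes higher in the double mutant at 4 h and 3 (0) memory genes higher in any mutant at any time point. The loss differed between 52 h and 4 h for 22 (5) memory genes with a larger loss in *hsfa2*, 25 (7) memory genes with a smaller loss in *hsfa2*, 11 (1) memory genes with a larger loss in *hsfa3-1*, 7 (1) memory genes with a smaller loss in *hsfa3-1*, 37 (17) memory genes with a larger loss in the double mutant and 25 (11) memory genes with a smaller loss in the double mutant. Without HS, genes that differed from Col numbered 561 (9) in *hsfa2*, 332 (6) in *hsfa3-1* and 266 (11) in the double mutant. Lower induction in the double mutant was called for 8 (1) memory genes than in *hsfa2* at 4 h, 30 (7) memory genes than in *hsfa3-1* at 4 h, 29 (0) memory genes than in *hsfa2* at 28 h, 35 (3) memory genes than in *hsfa3-1* at 28 h, 14 (0) memory genes than in *hsfa2* at 52 h and 29 (0) memory genes than in *hsfa3-1* at 52 h. A non-additive loss was called for 38 (0) memory genes over the 3 time points.

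An adjusted p below 0.01 moved 44 of 120 results, and the other 76 did not move. The numbers of induced genes were 297 (451) in *hsfa2* at 28 h, 245 (377) in *hsfa2* at 52 h, 245 (369) in *hsfa3-1* at 52 h and 212 (349) in the double mutant at 52 h. The patterns held 122 (224) genes 1-1-1 down in Col, 41 (70) genes 1-1-1 up in *hsfa2*, 50 (81) genes 1-1-1 up in *hsfa3-1* and 30 (66) genes 1-1-1 up in the double mutant. The percentages of memory genes not induced were 62.7% (52.1%) in the double mutant at 28 h. The percentages of a mutant's own 1-1-1 up genes not induced in Col at 52 h were 10% (17.3%) for *hsfa3-1* and 30% (46.97%) for the double mutant. Genes without induction were 11 (20) memory genes in all 3 mutants at 4 h, 12 (24) memory genes in both single mutants at 4 h and 7 (14) memory genes in the double mutant alone at 4 h. With a log2 fold change different by at least 1 there were 0 (1) memory genes higher in *hsfa3-1* at 4 h, 0 (2) memory genes higher in the double mutant at 4 h, 1 (3) memory genes higher in the double mutant at 28 h, 1 (2) memory genes higher in the double mutant at 52 h and 3 (6) memory genes higher in any mutant at any time point. Interactions over all genes numbered 339 (533) lower in *hsfa2* at 4 h, 7 (18) higher in *hsfa2* at 4 h, 45 (93) lower in *hsfa3-1* at 4 h, 0 (3) higher in *hsfa3-1* at 4 h, 25 (97) higher in the double mutant at 4 h, 1 (31) lower in *hsfa2* at 28 h, 0 (2) higher in *hsfa2* at 28 h, 58 (205) lower in the double mutant at 28 h, 3 (54) higher in the double mutant at 28 h, 1 (3) lower in *hsfa2* at 52 h, 9 (24) lower in the double mutant at 52 h and 0 (1) higher in the double mutant at 52 h. In the gene groups, interactions were called for 15 (25) memory genes lower in *hsfa2* at 4 h, 2 (5) memory genes lower in *hsfa3-1* at 4 h, 21 (34) memory genes lower in the double mutant at 4 h, 1 (6) memory genes lower in *hsfa2* at 28 h, 26 (40) memory genes lower in the double mutant at 28 h, 1 (3) memory genes lower in *hsfa2* at 52 h, 8 (15) memory genes lower in the double mutant at 52 h, 3 (7) early genes higher in *hsfa2* at 4 h, 31 (62) early genes lower in *hsfa3-1* at 4 h and 5 (12) early genes higher in the double mutant at 4 h. Losses that differed between 52 h and 4 h numbered 3 (5) memory genes with a larger loss in *hsfa2* and 0 (1) memory genes with a larger loss in *hsfa3-1*. The double mutant had lower induction for 0 (3) memory genes than in *hsfa3-1* at 28 h.

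The log2 fold change threshold alone moved 9 of 27 results, and the other 18 did not move. In percent, the memory genes not induced were 26.3% (34.7%) in *hsfa2* at 28 h, 19.2% (26.9%) in *hsfa3-1* at 28 h, 44.3% (52.1%) in the double mutant at 28 h, 44.3% (61.1%) in *hsfa2* at 52 h, 41.9% (55.7%) in *hsfa3-1* at 52 h and 56.9% (73.7%) in the double mutant at 52 h. In percent, the 1-1-1 up genes of a mutant not induced in Col at 52 h were 34.8% (46.97%) for the double mutant. Loss of induction was found for 22 (34) memory genes in both single mutants at 28 h and 50 (79) memory genes in all 3 mutants at 52 h.

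Comparing levels with Col at the same time point in place of the interactions, chosen after the interactions were seen, moved 32 of 34 results, and the other 2 did not move. Here the first numbers count genes with a different level, and those in parentheses count genes with different induction. Among all genes, a level different from Col was called at 4 h for 1065 (533) lower and 154 (18) higher in *hsfa2*. In *hsfa3-1* these were 431 (93) and 45 (3), and in the double mutant 1453 (828) and 488 (97). At 28 h there were 484 (31) lower and 71 (2) higher in *hsfa2*. In *hsfa3-1* these were 307 (0) and 64 (0), and in the double mutant 1340 (205) and 694 (54). At 52 h there were 32 (3) lower and 3 (0) higher in *hsfa2*. In *hsfa3-1* these were 10 (0) and 2 (0), and in the double mutant 112 (24) and 17 (1). Memory genes at a lower level numbered 51 (25) in *hsfa2*, 20 (5) in *hsfa3-1* and 63 (34) in the double mutant at 4 h. In the same order, these were 43 (6), 34 (0) and 82 (40) at 28 h, and 20 (3), 5 (0) and 47 (15) at 52 h. Early genes at 4 h numbered 476 (291) lower and 28 (7) higher in *hsfa2*, and 240 (62) lower and 2 (0) higher in *hsfa3-1*. In the double mutant, 64 (12) early genes were higher at 4 h.

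Leaving out each replicate number in turn moved 41 results without replicate 1, 40 without replicate 2 and 77 without replicate 3, and the lowest and highest values of the 3 fits are given for each result that moved in any of them. The numbers of induced genes were 214 to 418 (456) in Col at 52 h, 186 to 486 (451) in *hsfa2* at 28 h, 76 to 398 (377) in *hsfa2* at 52 h, 241 to 623 (533) in *hsfa3-1* at 28 h, 73 to 411 (369) in *hsfa3-1* at 52 h, 178 to 485 (480) in the double mutant at 28 h and 85 to 385 (349) in the double mutant at 52 h. The patterns held 94 to 142 (167) genes 1-1-1 up in Col, 85 to 188 (224) genes 1-1-1 down in Col, 17 to 76 (70) genes 1-1-1 up in *hsfa2*, 22 to 102 (81) genes 1-1-1 up in *hsfa3-1* and 14 to 71 (66) genes 1-1-1 up in the double mutant. The percentages of memory genes not induced were 31.7% to 42.6% (34.7%) in *hsfa2* at 28 h, 27.5% to 39.4% (26.9%) in *hsfa3-1* at 28 h, 54.2% to 71.3% (52.1%) in the double mutant at 28 h, 58.5% to 81.9% (61.1%) in *hsfa2* at 52 h, 46.5% to 75.5% (55.7%) in *hsfa3-1* at 52 h and 71.1% to 85.1% (73.7%) in the double mutant at 52 h. The percentages of early genes not induced at 4 h were 20.3% to 22.3% (20.1%) in *hsfa2* and 20.8% to 24.9% (22.3%) in the double mutant. The percentages of a mutant's own 1-1-1 up genes not induced in Col at 52 h were 5.88% to 34.8% (20%) for *hsfa2*, 0% to 18.6% (17.3%) for *hsfa3-1* and 14.3% to 39.6% (46.97%) for the double mutant. Genes without induction were 8 to 16 (20) memory genes in all 3 mutants at 4 h, 9 to 18 (24) memory genes in both single mutants at 4 h, 6 to 12 (14) memory genes in the double mutant alone at 4 h, 19 to 29 (29) memory genes in the double mutant alone at 28 h and 6 to 18 (17) memory genes in the double mutant alone at 52 h.

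A log2 fold change different from Col by at least 1 was found for 47 to 66 (72) memory genes lower in *hsfa2* at 4 h, 1 to 2 (1) memory genes higher in *hsfa2* at 4 h, 35 to 50 (55) memory genes lower in *hsfa3-1* at 4 h, 45 to 70 (73) memory genes lower in the double mutant at 4 h, 0 to 3 (2) memory genes higher in the double mutant at 4 h, 50 to 60 (76) memory genes lower in *hsfa2* at 28 h, 2 to 3 (1) memory genes higher in *hsfa2* at 28 h, 42 to 57 (69) memory genes lower in *hsfa3-1* at 28 h, 1 to 2 (0) memory genes higher in *hsfa3-1* at 28 h, 0 to 4 (3) memory genes higher in the double mutant at 28 h, 0 to 2 (1) memory genes higher in *hsfa2* at 52 h, 40 to 49 (68) memory genes lower in *hsfa3-1* at 52 h, 0 to 1 (0) memory genes higher in *hsfa3-1* at 52 h, 0 to 2 (2) memory genes higher in the double mutant at 52 h, 3 to 7 (6) memory genes higher in any mutant at any time point, 42 to 80 (51) early genes higher in *hsfa2* at 4 h, 31 to 54 (34) early genes higher in *hsfa3-1* at 4 h and 54 to 66 (43) early genes higher in the double mutant at 4 h. These, like the values above and below, are from the fits without 1 replicate number.

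For the tests of interactions, the range over the same fits was wide. Among all genes, induction different from Col was called for 147 to 502 (533) lower in *hsfa2* at 4 h, 1 to 15 (18) higher in *hsfa2* at 4 h, 1 to 50 (93) lower in *hsfa3-1* at 4 h, 0 to 2 (3) higher in *hsfa3-1* at 4 h, 278 to 712 (828) lower in the double mutant at 4 h, 3 to 79 (97) higher in the double mutant at 4 h, 1 to 134 (31) lower in *hsfa2* at 28 h, 0 to 11 (2) higher in *hsfa2* at 28 h, 0 to 6 (0) lower in *hsfa3-1* at 28 h, 17 to 149 (205) lower in the double mutant at 28 h, 0 to 170 (54) higher in the double mutant at 28 h, 1 to 25 (3) lower in *hsfa2* at 52 h, 0 to 2 (0) lower in *hsfa3-1* at 52 h, 3 to 31 (24) lower in the double mutant at 52 h and 0 to 0 (1) higher in the double mutant at 52 h. Interactions within the gene groups were called for 5 to 24 (25) memory genes lower in *hsfa2* at 4 h, 0 to 3 (5) memory genes lower in *hsfa3-1* at 4 h, 11 to 33 (34) memory genes lower in the double mutant at 4 h, 1 to 27 (6) memory genes lower in *hsfa2* at 28 h, 0 to 3 (0) memory genes lower in *hsfa3-1* at 28 h, 7 to 29 (40) memory genes lower in the double mutant at 28 h, 1 to 20 (3) memory genes lower in *hsfa2* at 52 h, 0 to 1 (0) memory genes lower in *hsfa3-1* at 52 h, 3 to 19 (15) memory genes lower in the double mutant at 52 h, 95 to 298 (291) early genes lower in *hsfa2* at 4 h, 1 to 3 (7) early genes higher in *hsfa2* at 4 h, 0 to 34 (62) early genes lower in *hsfa3-1* at 4 h, 167 to 373 (414) early genes lower in the double mutant at 4 h and 0 to 17 (12) early genes higher in the double mutant at 4 h. The loss differed between 52 h and 4 h for 1 to 12 (5) memory genes with a larger loss in *hsfa2*, 2 to 5 (7) memory genes with a smaller loss in *hsfa2*, 0 to 0 (1) memory genes with a larger loss in *hsfa3-1*, 0 to 0 (1) memory genes with a smaller loss in *hsfa3-1*, 8 to 19 (17) memory genes with a larger loss in the double mutant and 1 to 9 (11) memory genes with a smaller loss in the double mutant. Without HS, genes that differed from Col numbered 2 to 4 (9) in *hsfa2*, 2 to 3 (6) in *hsfa3-1* and 4 to 5 (11) in the double mutant. Lower induction in the double mutant was called for 0 to 1 (1) memory genes than in *hsfa2* at 4 h, 2 to 7 (7) memory genes than in *hsfa3-1* at 4 h, 0 to 10 (3) memory genes than in *hsfa3-1* at 28 h and 0 to 2 (0) memory genes than in *hsfa3-1* at 52 h.

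For the 22 named genes, the difference in induction between the double mutant and Col kept its direction and its side of the threshold under DESeq2's size factors, no filter, the stricter filter and all genes in the files. Under the replicate block, 1 gene gained a call and 21 did not change. DESeq2 gave no value for *ABCA9*, and of the other 21 genes, 3 gained a call with DESeq2 and 3 with shrunken log2 fold changes. Without replicate 1, 4 genes lost a call and 2 gained one, without replicate 2 4 lost one, and without replicate 3 9 lost one. The direction changed for 3 of the genes, at 52 h and with an adjusted p of 1.00 from the test in each case. For AT3G21080, the log2 difference was −0.054 with shrunken log2 fold changes and from −0.22 to 1.80 over the fits that each left out 1 replicate number, the lowest without replicate 3. For AT5G54550 it ranged from −4.15 to 0.41 over these fits, the highest without replicate 3. For *PUM9* it was −0.43 with shrunken log2 fold changes, −0.93 without replicate 2, −0.095 without replicate 3 and 1.09 without replicate 1. All 3 had at most 6 counts in every library without HS, which limits what this depth can show of their induction.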

Differences from the paper's values

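Chosen only after the values were seen was the test with the replicate block and exchanged numbers.

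Memory genes not induced in any of the 3 mutants at 4 h numbered about 13 in the paper's Fig. 6b, read by eye, and 20 here. Of the alternatives set before the data were examined, DESeq2 (19), DESeq2 with shrunken log2 fold changes (12), no filter (19), each genotype on its own samples (17), the fits without replicate 1 (15) and without replicate 2 (16), an adjusted p below 0.01 (11) and the log2 fold change threshold alone (17) gave values within 1.5 times the paper's. DESeq2's size factors (21), the stricter filter (21), all genes in the files (20), the fit without replicate 3 (8), the replicate block (25) and unadjusted p (25) did not. The block with exchanged numbers, chosen after seeing the values, gave 27.

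The paper's value for memory genes without reduced induction among those that differ in a mutant is 2, and its text gives no threshold for the difference. Counted as memory genes whose log2 fold change was higher than in Col by at least 1 in a mutant, they numbered 6 here. Of the alternatives set before the data were examined, DESeq2 with shrunken log2 fold changes gave 2, the paper's value, and the fit without replicate 3 and an adjusted p below 0.01 gave 3 each, which is within 1.5 times of it. DESeq2 (5), DESeq2's size factors (6), no filter (4), the stricter filter (6), each genotype on its own samples (5), all genes in the files (7), the fits without replicate 1 (7) and without replicate 2 (4), the replicate block (9) and unadjusted p (12) did not come within it. The block with exchanged numbers, chosen after seeing the values, gave 9.

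The paper states that the number of genes with a loss of induction was increased in the double mutant for the memory genes only. Here it was also larger among the early genes, with 668 genes in the double mutant, 602 in *hsfa2* and 585 in *hsfa3-1*. The percentages were 22.3% in the double mutant (95% Wilson interval 20.8% to 23.8%), 20.1% in *hsfa2* (18.7% to 21.6%) and 19.5% in *hsfa3-1* (18.1% to 21.0%). The paper's own percentages, 24.2% in the double mutant, 22.3% in *hsfa2* and 21.4% in *hsfa3-1*, have the same order, so that the difference is from the statement and not from the values. Without replicate 1, the double mutant had a smaller share of early genes not induced than *hsfa2*, at 20.8% and 22.3%. The cause of the differences in the numbers of memory genes was not tested.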

Other observations

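Chosen only after the result was seen were the tests of the reciprocal share, of a loss of constant size, of exchanged replicate numbers, and of recovery and library size in replicate 1.

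The share of memory genes not induced rose from 4 h to 52 h in each mutant. Because these genes were chosen in Col and their induction in Col falls with time, genes near the threshold would give such a rise without a growing loss, and this was tested in several ways. Of the 1-1-1 down genes of Col, 42.86% were not lowered in the double mutant at 52 h (95% Wilson interval 36.6% to 49.4%), below the 73.7% of memory genes not induced in it (66.5% to 79.7%). In *hsfa2* it was 46.88% and 61.1% for the memory genes. In *hsfa3-1* it was 75% and 55.7%, so that for *hsfa3-1* this comparison goes the other way. The 1-1-1 down genes lay nearer to the threshold at 52 h, with 62.1% of them and 29.9% of the memory genes at an absolute log2 fold change below 1.5. Of the 1-1-1 up genes of the double mutant, 46.97% were not induced in Col at 52 h (35.4% to 58.8%), below the share in the other direction. At 4 h it was 24.2% (15.5% to 35.8%), near the 26.3% of memory genes not induced in the double mutant, and at 28 h it was 21.2% (13.1% to 32.5%). For the 1-1-1 up genes of *hsfa2* and *hsfa3-1* it was 15.7% and 12.3% at 4 h, 5.71% and 8.64% at 28 h and 20% and 17.3% at 52 h. In this direction the share was thus lowest at 28 h and highest at 52 h in each mutant. When the loss that each gene showed at 4 h was carried over to 52 h, 43.71% of the memory genes came to a log2 fold change of at most 1 in the double mutant, and 56.89% were observed (49.3% to 64.2%). In *hsfa2*, 40.72% were computed and 44.31% observed (37.0% to 51.9%), and in *hsfa3-1* 38.32% and 41.92% (34.7% to 49.5%). In the single mutants, the rise of the share is thus consistent with a loss of constant size while the induction in Col falls. In the double mutant, the share computed from a constant loss lies below the interval of the observed share. This interval treats genes as independent and holds no error between replicates. Choosing the genes by their induction in Col at 52 h also lowers the computed share, so the comparison does not exclude a constant loss. A loss that is larger at 52 h than at 4 h is a hypothesis. The median loss in the double mutant was −0.80 at 4 h, −1.18 at 28 h and −0.98 at 52 h, and thus did not grow steadily during recovery. In the refit of the double mutant and Col, the share at 52 h was 70.76% and the median of the other splits 43.75%, but with 3 libraries against 3 the share of splits alone cannot tell a split by chance from the genotype.

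The numbers of replicates 2 and 3 of Col at 28 h may be exchanged. With them exchanged, the mean correlation with the same-numbered libraries of the other groups was 0.2598, the highest of the 6 ways to assign the numbers, and it was 0.0401 as labelled. An exchange would change results in which the replicate number enters the model, the medians over pairs of same-numbered libraries at 28 h and the fits without replicate 2 or replicate 3.

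The libraries of replicate 1 deviated from those of replicates 2 and 3. The early genes were highest in replicate 1 in 4 of the 4 genotypes at 28 h, and also in 4 of 4 at 4 h and at 52 h, while without HS this held in 2 of 4. Slower recovery after heat in replicate 1 cannot be told apart from another difference between the experiments, since the deviation at 28 h was between 0.063 and 0.094 on the log2 scale and was already present at 4 h. Replicate 1 had the largest library in 8 of the 16 groups and the smallest in 2, which speaks against a difference in library size as the source of the deviation. No biological explanation was tested for it.

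Other splits of the same libraries were counted for the results at the claims. Among 100 ways to assign the 4 treatment labels to the 12 Col libraries within replicate numbers, 3 gave as many 1-1-1 up genes and 7 as many 1-0-0 up genes, the real one included, and each of these kept the 4-h libraries under a single label, as 11 of the 100 did. Since 7 of these 11 gave as many 1-0-0 up genes, that number says little about the order of the other libraries. For genes induced in a genotype at a time point, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, in each of the 12 comparisons. The real split gave between 135 genes, in *hsfa3-1* at 52 h, and 3505 genes, in Col at 4 h, and the median of the other splits was 0 in each comparison. With 10 splits the share cannot be below 0.1 whatever the difference, so the share itself decides nothing here. Of the 4 splits that part all same-numbered pairs, the real one alone gave a result as large in each comparison described here, those with 2 or 3 of 10 included, except where the real split gave 0 genes. The other 6 splits keep same-numbered libraries of the groups together in all but 1 pair.

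For interactions between genotype and treatment against Col, 1 of 10 splits gave as many genes in *hsfa2* at 4 h and 28 h, 2 of 10 in *hsfa2* at 52 h, 1 of 10 in *hsfa3-1* at 4 h, and 1 of 10 in the double mutant at each time point. In *hsfa3-1* at 28 h and 52 h, where the real split gave 0 genes, it was 10 of 10. At an unadjusted p below 0.05 in the fit of all libraries, 1045 genes were lower and 539 higher at 28 h, and 226 and 96 at 52 h. For the shares of memory genes not induced, it was 1 of 10 in *hsfa2* at 4 h and 28 h and 2 of 10 at 52 h, 1 of 10 in *hsfa3-1* at 4 h and 2 of 10 at 28 h and at 52 h, and 1 of 10 in the double mutant at each time point. For the shares of early genes it was 1 of 10 in each mutant. For differences in log2 fold change of at least 1 in memory genes, it was 1 of 10 in *hsfa2* and in the double mutant at each time point and in *hsfa3-1* at 4 h, 2 of 10 in *hsfa3-1* at 28 h and 3 of 10 at 52 h, and in early genes it was 1 of 10 in *hsfa2* and the double mutant and 2 of 10 in *hsfa3-1*. In the direct comparison of the double mutant with *hsfa2*, 2 of 10 splits gave as many genes at 4 h and 10 of 10 at 28 h and 52 h, where the real split gave 0. Unadjusted, 210 genes were lower and 155 higher at 28 h, and 85 and 71 at 52 h. Against *hsfa3-1*, it was 1 of 10 at 4 h and 28 h and 10 of 10 at 52 h, where the real split gave 0 genes and 147 were lower and 112 higher unadjusted. Non-additive losses were called for 0 genes in the real split, so that all 25 of 25 splits drawn over the genotypes gave as many at each time point. Unadjusted, the loss was smaller than the sum for 22, 16 and 15 memory genes at 4 h, 28 h and 52 h and larger for 1 gene, at 28 h. The choice of these genes in Col favours the first direction. Genes not induced in any mutant numbered as many in 1 of 25 splits, the real one, for the memory genes at 4 h, 28 h and 52 h and for the early genes. The median of the other splits was 3, 3 and 8 memory genes and 103 early genes, against 20, 33, 79 and 346 in the real one.

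Of the genes that the paper measured for enhanced re-induction, *HSFA1E*, *LACS9*, *LPAT5*, *MYB86* and *DGS1* were 1-0-0 up in Col after ACC. *APX2* was 1-1-1 up. *MIPS2* was induced at 4 h and 28 h, with a log2 fold change of −0.13 at 52 h (standard error 0.188, adjusted p = 0.672 from edgeR's quasi-likelihood test).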
